# Transcriptional footprints associated with bud fertility in grapevine development (*Vitis vinifera* L.)

**DOI:** 10.1007/s00425-026-05000-3

**Published:** 2026-04-08

**Authors:** Francesco Girardi, Giorgia Bettio, Angela Rasori, Monica Canton, Alessandro Botton

**Keywords:** Bud fruitfulness, Hormones, RNA-Seq, Phenological stage, Node position, Floral transition

## Abstract

**Main conclusion:**

Transcriptomic analyses carried out on buds at different positions and developmental stages reveal the functional domains mainly involved in determining bud fertility in grapevine, with a focus on hormone signalling and floral integrators.

**Abstract:**

Bud fruitfulness in grapevine (*Vitis vinifera* L.) depends on complex interactions between developmental stage, node position and hormonal regulation. In this study, transcriptomic analyses were performed on buds of cv. Merlot collected at three phenological stages (BBCH63, BBCH77 and BBCH90) from three node positions (2, 5 and 10), representing basal, intermediate and apical fertility patterns. RNA-Seq data revealed that phenological stage was the primary driver of transcriptional variation, while node position contributed to intra-stage differences. BBCH77 emerged as the most transcriptionally dynamic phase. Differential expression, enrichment analyses and WGCNA highlighted distinct developmental trajectories among nodes. Buds at node 5, characterized by lower fertility, showed transcriptional signatures associated with enhanced gibberellin biosynthesis and signalling, early activation of dormancy-related pathways, and complex hormonal interplay involving ethylene. In contrast, buds at node 10 displayed transcriptional features consistent with sustained auxin flux from the shoot apical meristem and reduced local inhibitory signalling, potentially supporting higher fertility. Cytokinin-related genes showed stage-dependent activation, particularly at BBCH77, suggesting a transient promotive role during floral transition. Expression profiling of flowering-related genes confirmed stage-dependent regulation of major floral integrators and revealed position-specific modulation of key regulators. Overall, the integration of positional and temporal transcriptomics supports a working model in which bud fertility results from the dynamic balance between stimulatory (auxin, cytokinins) and inhibitory (gibberellins, ethylene, ABA) signals, modulated by developmental stage and meristem proximity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00425-026-05000-3.

## Introduction

Flowering in grapevine is a pivotal developmental process that influences both the quantity and the quality of grape production. As a general concept, this process involves the transition of the meristem from vegetative to reproductive growth, culminating in the formation of flowers and, next, to anthesis (Raghavan 2000). This process is intricately regulated by both environmental cues and internal genetic programs, ensuring that flowering occurs at the optimal time for successful pollination and fruit set.

Grapevine buds develop over two growing seasons separated by a period of dormancy, making their study particularly challenging and intriguing (Vasconcelos et al. 2009). During the first season, the shoot apical meristem within the bud at the leaf axil differentiates and forms the basic elements of the shoot for the following year, including the initiation of the inflorescence primordia, as a response to both exogenous (i.e., high temperatures and high light radiation) and endogenous factors. This phase ends with the onset of bud dormancy, a state in which growth is temporarily halted to survive the unfavourable environmental conditions of winter (Díaz-Riquelme et al. 2012). In the subsequent season, buds resume growth, leading to completion of flower development and, finally, to anthesis.

The development of grapevine buds can be divided into distinct stages: induction, transition, initiation, differentiation, dormancy, reactivation, and anthesis (Pellegrino et al. 2020; Monteiro et al. 2021). During the induction phase, the buds collect a series of environmental and endogenous signals, which stimulate the meristem to change its identity and transit from the vegetative to the reproductive phase (floral transition). Once transited, the buds undergo the initiation stage, and the lateral meristems develop into uncommitted primordia, which can later differentiate into either tendrils or inflorescences (Boss et al. 2003). Differentiation involves the formation of inflorescence primordia, which later develop into fully formed inflorescences.

Physiological and molecular events underpinning bud development in grapevine are complex and involve numerous genes and signalling pathways. The transition from vegetative to reproductive growth is regulated by key floral integrator genes, such as *VvFT* and *VvMADS8/VvSOC1*, which are homologous to the *Arabidopsis FLOWERING LOCUS T* (*FT*) and *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS1* (*SOC1*) genes (Boss et al. 2006). Besides being expressed in leaves at floral induction (Crane et al. 2012), *VvFT* transcripts have also been found in developing inflorescences, ovules, stamens, and berries, suggesting a multiple role for this gene in promoting flowering and fruit/seed development (Sreekantan and Thomas 2006). Conversely, *VvMADS8* (also known as *VvSOC1*) is expressed primarily in axillary buds during the initial phases of flower transition/initiation (Sreekantan and Thomas 2006; Almada et al. 2009; Díaz-Riquelme et al. 2014). *TFL1A* expression was shown to be fundamental to achieve optimal fertility in grapevine, although this gene is generally considered a floral repressor. It is the ortholog of Arabidopsis *TFL* and exhibits a conserved function when overexpressed in both Arabidopsis and tobacco, where it induces an indeterminate growth pattern of the meristem (Boss et al. 2006; Carmona et al. 2007). In grapevine, *TFL1A* is expressed in the SAM (shoot apical meristem) to prevent it from developing a terminal flower that would otherwise close shoot development. Therefore, its prolonged expression in the buds allows the inflorescence primordia to undergo a higher level of branching before transiting to the reproductive phase (Boss et al. 2006). Indeed, experiments carried out by Crane et al. (2012) attempted to correlate the expression patterns of both *VvFT* and *VvTFL1A* with the fertility gradient assessed in buds at different nodes, pointing out a perfect synchronism and relative dosages of the expression of both genes. The FT signal wave, coming mainly from leaves through the phloem, must not arrive to the bud too early, to allow the primordia to reach a sufficient level of branching thanks to *TFL1A* (and *VvVFL*) expression. That is what happens in more fertile apical buds, while in less fertile basal buds, their more advanced stage of development triggers the expression of *VvFT* too early, when the inflorescence primordia have not yet reached a sufficient branching level. A similar situation has also been demonstrated in Arabidopsis, where the control of *TFL1* is pivotal to flexibly counteract incoming FT signals, allowing a pool of undifferentiated cells to be maintained despite differentiation signals spreading in nearby cells (Jaeger et al. 2013).

Together with these fundamental genetic determinants of flowering, hormones are deeply involved in the process. One of the pillars of knowledge about the involvement of hormones in grapevine flowering is provided by the pioneering work carried out on Pinot Meunier grapes by Boss and Thomas (2002), who unequivocally demonstrated the negative effect of gibberellins (GAs) on floral induction. Oppositely to GAs, the cytokinins were demonstrated to exert a positive regulation on flowering, even with the ability to transform the tip of a young tendril into an inflorescence determining consistent effects also on the flowering genes (Crane et al. 2012).

Besides these endogenous factors and genetically programmed mechanisms, environmental factors such as photoperiod, light intensity, and temperature profoundly influence the timing of bud development and flowering. The interaction between environmental signals and endogenous florigenic stimuli ensures that flowering occurs at the optimal time, maximizing reproductive success. For example, the *CONSTANS* (*CO*) gene and its downstream targets, such as *FT*, integrate photoperiodic signals to regulate flowering time. In grapevine, *VvCO* activates the expression of FT, which then moves to the shoot apex to initiate flowering, despite European grapevine is a facultative photoperiodic species (Sreekantan and Thomas 2006; Noyce 2017).

Unfortunately, the information provided above is fragmentary and derives from studies carried out over several decades, in both hemispheres, different genotypes and under different environmental conditions. Therefore, a univocal model cannot be built unless all this information is validated within a single experiment. The present study aims to support the construction of a new and updated working model for grapevine flowering by means of a transcriptomic approach. Buds were collected from different nodes of the growing shoot over different phenological phases that included floral induction, transition, and initiation. Based on the fertility of the different nodes assessed in the following year, the most representative samples were chosen, their transcriptomes sequenced and the gene expression investigated to: i) validate previous studies to start from a robust knowledge base, ii) enhance the information about the gene functions involved in the flowering process, iii) identify genes able to mark buds at specific positions and phenological stages, and iv) build a working model of the transcriptional footprints associated with bud fruitfulness in grapevine.

## Materials and methods

### Experimental design and plant material

The main experiment was carried out in 2023/2024 at ‘La Mincana’ farm, located in Due Carrare (Padova, Italy; 45°18′02.9"N 11°47′48.3"E), on 209-year-old grapevines cv. Merlot grafted onto Kober 5BB rootstock. The vines were trained to a spur-pruned cordon system and normally pruned with two buds. Lateral shoots were pruned every 10 days to keep the main shoot dominant throughout the whole season. Agronomic practices conducted in the vineyard included standard viticultural operations for wine grape production, such as phytosanitary treatments and canopy management. No soil management or fertilization was implemented. Five key sampling sessions were established throughout the 2023 growing season. The sampling dates and corresponding phenological stages (Lorenz et al. 1995) were as follows: June 16th, BBCH63 (anthesis); June 26th, BBCH71-73 (fruit set and berry development); July 3rd, BBCH73-75 (berry development); July 10th, BBCH77 (cluster closure); and October 10th, BBCH90 (harvest). During each session, approximately thirty shoots of similar size were randomly collected from different positions along the cordon and different vines of the row, excluding unhealthy plants. The shoots were immediately placed in water to maintain hydration, then buds were promptly collected from nodes 1 (Bourillon), 2, 3, 4, 5, and 10 (Supplementary Fig. 1A). Buds excised from three biological replicates, each constituted by a pool of buds of the same node, were immediately placed in liquid nitrogen and then stored at -80 °C for the following analyses.

### Fertility measurements

For the main transcriptomic experiment, samples were collected in 2023 and fertility was assessed in 2024 on fifty vines of the same vineyard that were kept pruned to ten buds, to be able to study the fertility of the first ten nodes that were previously sampled. At BBCH57 phenological stage (‘*inflorescences fully developed; flowers separating’*; Lorenz et al. 1995), all inflorescences were removed from each shoot at each node separately, counted and weighed individually (Supplementary Fig. 1B). Since at BBCH57 the phenology of the different shoots was very synchronous, thanks also to the careful management of the vineyard, these measurements were carried out in a single date. In addition, fertility was assessed in three consecutive years (2022, 2023, and 2024) also on fifty vines of the same cv/rootstock grown at the Experimental Farm of the University of Padova, to assess reliability in the fertility pattern of cv. Merlot in a different location.

### RNA extraction, RNA-Seq analysis and qPCR

Total RNA was extracted with the RNeasy Plant Mini Kit (Qiagen) starting from 70 mg of tissue, with the following modifications made to the protocol provided by the manufacturer: 5 $$\mu$$l of Ca(OH)_2_ and 0.05 g of PVP were added to 750 $$\mu$$l of the Extraction Buffer RLT. The former was added for its ability to precipitate carbohydrates according to Dal Cin et al. (2005), while PVP was added to precipitate polyphenolic compounds. The amount of RNA and the presence of contaminants in the extracted samples were evaluated using NANO drop 2000 (EuroClone^®^), and RNA integrity was checked by running the samples in a 1% agarose gel.

RNA-Seq analyses were carried out using an Illumina NextSeq 500 platform (Illumina, San Diego, CA, United States).

qPCR was carried out as described by Botton et al. (2022) to validate RNA-Seq results. The gene *VvUBC28* (*VITVI19G00744*) adopted by Castellarin et al. (2007) was used for normalization. All the primers used in qPCR are listed in Supplementary Table 1.

### Bioinformatic and statistical analyses

Adaptor-trimmed RNA-Seq reads were mapped onto the PN40024.v4 version of the *Vitis vinifera* genome (Velt et al. 2023). A count matrix with merged read counts of each sample was obtained as described by Botton (2025) and used for the following analyses. Statistical analyses of differential gene expression were performed with the Bioconductor package *DESeq2* v1.38.3 (Love et al. 2014) with an FDR (False Discovery Rate) cutoff equal to 0.01 or 0.05, according to the contrasts, and a minimum fold change of 2. To remove genes with very low number of counts and high dispersions, the option “*Independent filtering of lower counts*” was selected. DESeq2 analysis and further functional analyses, such as the Pathview of hormone biosynthesis and signal transduction (Luo et al. 2017; Luo and Brouwer 2013), were carried out through the iDEP bioinformatic platform v2.01 (Ge et al. 2018) for a more integrated approach.

Upset plots were built using the R package *UpsetR* (Conway et al. 2017) to point out the number of genes in common between different groups of DEGs. This graphical representation is used in place of Venn diagrams when too many groups cannot be effectively represented with the canonical method (Lex et al. 2014).

Functional enrichments of multiple groups of genes are always difficult to represent graphically, due to the high number of GO (Gene Ontology) terms, their relative redundancy and the different depths of the terms (i.e., different levels of detail). Therefore, we adopted a simplification method based on “binary cuts” that was shown to perform better than other simplification tools. This method is implemented within an R package called *simplifyEnrichment* v1.14.1 (Gu and Hübschmann 2023) through the function *simplifyGOFromMultipleLists*. This function returns multiple graphics into a single image with bar charts on the left showing, for each cluster of enrichments, the number of significantly enriched GO terms for each contrast, a green–white–red heatmap in the centre to illustrate the significance of GO enrichments (an FDR cutoff equal to 0.05 was adopted), and a white–red heatmap showing the similarity matrix. For each cluster, the word clouds on the right display a semantic summary, with the size of each word corresponding to its representativity of the summarized enrichments.

Weighted gene correlation network analysis (WGCNA; Langfelder and Horvath 2008) was carried out with the R package *BioNERO* v1.6.1 (Almeida-Silva and Venancio 2022) to identify gene expression patterns associated with bud position and phenological stage. Genes with low levels of expression (min_exp = 10) and low variation were removed from this analysis, keeping only the 4,000 most variable. Outlying samples were removed with the “*pearson*” method and confounding artifacts were corrected with the “*PC_correction*” function (Parsana et al. 2019).

Hormone biosynthesis and signal transduction were studied by means of the Pathview tool and the KEGG (Kyoto Encyclopedia of Genes and Genomes) maps (Luo and Brouwer 2013; Luo et al. 2017) implemented in the iDEP workflow, and were approached by dividing data analysis according to the same criteria adopted in DEGs analysis, i.e*.*, by phenological phase, comparing the nodes, and by node, comparing the phenological phases.

Heatmaps were built with the R package *gplots v3.1.3.1*, using the *heatmap.2* function, the centroid method and Euclidean distance. Basic statistical analysis packages of R were used for Student’s *T* tests, ANOVA and various post hoc tests according to Vegro et al. (2016).

## Results

### Assessments of fertility and sample selection

The fertility of the first ten nodes that were previously sampled for transcriptomic analyses was measured in 2024 to characterize the productivity patterns of Merlot grapevines and thus select the most representative nodes to be analysed through transcriptomic analysis (Fig. 1).

**Fig. 1:**
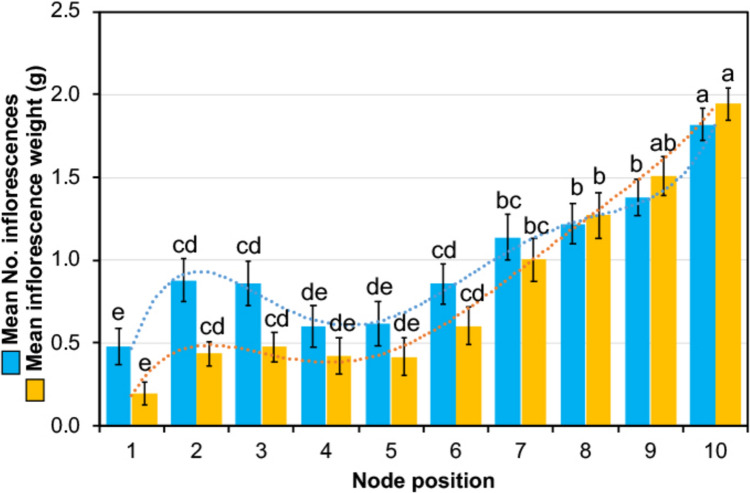
Fertility measurements on grapevine cv Merlot. Mean number of inflorescences (azure) and mean inflorescence weight (yellow) assessed for the first ten nodes along the cane of cv Merlot in 2024. Different letters indicate significant differences (see Materials and methods section for a detailed description of statistical methods), separately for each series of data (*P* < 0.05; *n* = 50 for inflorescence number; 24 < *n* < 91 for inflorescence weight). Bars indicate standard error. Dashed lines indicate the tendencies (polynomial, 5^th^ grade)

The mean number of inflorescences showed a generally increasing trend, supported by statistical analysis, from the first to the tenth node, with a slight decrease observed in the central at nodes 4 and 5. Inflorescence weight well-correlated with inflorescence number (Pearson’s index = 0.97) and displayed a more progressive increase from the basal to the distal buds, less marked in nodes 2 and 3. Both trends were fully overlapping with the 3-year fertility data measured on the same cv/rootstock in a different vineyard, particularly with 2024 data (Supplementary Fig. 2), thus confirming a reliable fertility pattern in this variety.

Based on these results, the three biological replicates of the buds from nodes 2, 5, and 10 were selected for transcriptome sequencing, for being representative of three different situations: medium fruitfulness of basal nodes, low fruitfulness of intermediate nodes, and high fruitfulness of apical nodes. The transcriptomic study was focused on phenological stages BBCH63 (anthesis; June 16th), BBCH77 (cluster closure; July 10th), and BBCH90 (harvest; October 10th), for covering critical stages of floral induction/transition/initiation (Carmona et al. 2002; Vasconcelos et al. 2009).

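RNA was sequenced from latent buds of cv. Merlot at nodes 2, 5 and 10 at each of these stages, in 9 groups of 3 biological replicates, each replicate being a separate pool of buds. For each of the 27 libraries the authors trimmed the adaptors, mapped the reads to the PN40024.v4 genome and deposited the raw number of reads counted on each gene, without normalization. The paper's text does not name the aligner or the program that counted the reads. The table holds 35134 genes, of which 5822 had no count in any library. Groups were compared over the 24 libraries that the authors kept for DEGs identification, and then over all 27. A gene was tested when it passed the filterByExpr function of edgeR with a minimum count of 10, which left 22999 genes. Counts were normalized by the TMM method, and 1 mean per group was fitted in edgeR, with a common dispersion of 0.0483. DEGs are the genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and at least a 2-fold change, the limits that the paper gives for Fig. 3. The paper used DESeq2, which was run as an alternative on the same libraries. Expression of single genes is given in CPM after the TMM normalization.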

### Transcriptomic analysis

On average, the number of RNA-Seq reads was equal to 51 million per sample, with a mean overall alignment rate equal to 88.1% (Supplementary Table 2).

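Between 34531620 and 53307172 reads per library were counted on genes, with a median of 41275182 over the 27 libraries. At BBCH63 the median of the 3 libraries was 40094082 counts at node 2, 41248275 at node 5 and 44607840 at node 10. At BBCH77 it was 39998042, 52887975 and 45009412 counts at nodes 2, 5 and 10, and at BBCH90 it was 37740474, 41275182 and 38780524. The lowest total was that of BBCH90 node 2 replicate 1 and the highest that of BBCH77 node 5 replicate 3.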

The heatmap and the hierarchical clustering built with the 3,000 most variable genes showed an excellent quality of replicates of the same samples, except for three replicates belonging to node 10 (Fig. 2A). These outliers were excluded from the statistical analyses for DEGs identification, to avoid biases. 

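For each library, the Pearson correlation with the mean of the other libraries of every group was computed across the 3000 most variable genes, as log2 CPM with a prior count of 4, each gene centred on its mean over the 27 libraries. These are correlations across genes, which are not independent replicates. Over the 24 libraries kept by the authors, the correlation with the library's own group had a median of 0.842 and ranged from -0.149 in BBCH77 node 10 replicate 2 to 0.946 in BBCH90 node 5 replicate 2. The means of the node 10 groups include the replicate that was later left out. All 24 libraries correlated best with a group of their own stage, and 15 of them with their own group. Among the remaining libraries were the 6 of node 10 and BBCH77 node 2 replicate 3, whose correlation was 0.150 with its own group and 0.882 with node 5 of the same stage. With DESeq2's variance-stabilizing transformation 16 of the 24 libraries correlated best with their own group, and with all filtered genes 15 did, while the lowest correlation with the own group went to -0.260 and that of BBCH77 node 2 replicate 3 to 0.335.

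**Figure D1:**
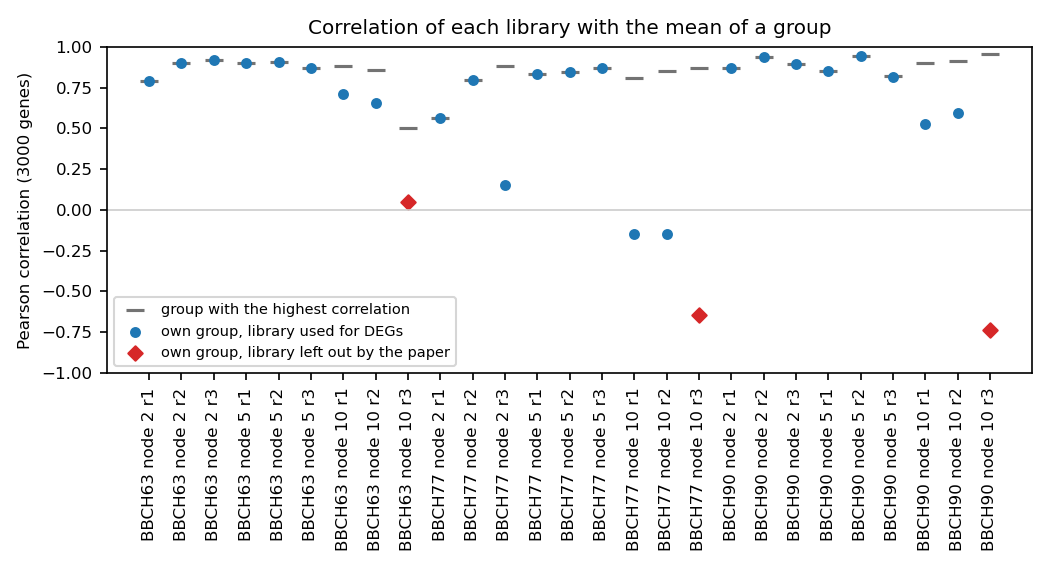
Pearson correlation across the 3000 most variable genes (y axis, no unit) of each of the 27 libraries (x axis) with the mean of the other libraries of its own group (circles, or diamonds for the libraries left out by the paper) and with the group of highest correlation (bars). The 3 diamonds lie at 0.0491 or lower, while all circles of nodes 2 and 5 except that of BBCH77 node 2 replicate 3 lie at 0.563 or higher.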

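The 3 libraries left out were replicate 3 of node 10 at each stage, which the paper describes as outliers in the clustering. The correlation with the other 2 libraries of the same group, computed as for the other libraries, was 0.0491 for BBCH63 node 10 replicate 3, -0.647 for BBCH77 node 10 replicate 3 and -0.733 for BBCH90 node 10 replicate 3. The first of these correlated best with node 2 at BBCH77, at 0.503, and the next with node 2 at BBCH90, at 0.871. BBCH90 node 10 replicate 3 correlated best with node 2 at BBCH63, at 0.957. The counts of this library equal those of BBCH63 node 2 replicate 2, which is among the 24 libraries, at all 35134 genes, and both total 39427753. In the closest of the other pairs of libraries the counts differed with a chi-squared of 8.30 per gene, where counting noise alone gives about 1. Values given for all 27 libraries keep both columns under their own labels. The other libraries left out totalled 46060193 counts at BBCH63 and 45009412 at BBCH77, within the range of the 24.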

Principal Component Analysis (PCA) revealed that phenological stage is the main factor driving transcriptomic variation among samples. 

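The PCA was computed from log2 CPM of the 22154 genes with at least 0.5 CPM in at least 1 of the 24 libraries, centred by gene. PC1, PC2 and PC3 held 64.7, 11.8 and 8.70% of the variance. Differences between the 3 stages made up 99.4% of the variance of the PC1 scores, 58.1% of that of PC2 and 37.5% of that of PC3. Differences among the 9 groups of stage and node made up 99.7, 90.1 and 72.8% of the variance of the same scores. With each library left out in turn, the share of PC1 stayed between 62.8 and 67.4%. The alternative that moved this share most was scaling each gene to unit variance, which gave 48.6%. With all 27 libraries PC1 held 64.8% of the variance, and the stages made up 68.3, 51.5 and 24.8% of the variance of the 3 sets of scores. From the positions of the samples on these components, the paper concludes that phenological stage is the main factor and that node position adds variation within each stage.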

In Fig. 2B (PC1 vs PC2), PC1 (65.1% of the variance) clearly separates BBCH90 samples from BBCH63 and BBCH77, indicating major transcriptional changes associated with bud development. 

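The PC1 scores were -68.8 ± 8.87 (SD, n = 8 libraries) at BBCH63, -69.3 ± 3.89 (SD, n = 8) at BBCH77 and 138 ± 10.7 (SD, n = 8) at BBCH90. The highest score at BBCH63 or BBCH77 was -54.1 and the lowest at BBCH90 was 116, so the 8 libraries of BBCH90 were apart from the others by much more than the spread within a stage. The mean scores of BBCH63 and BBCH77 differed by less than the SD of either. With all 27 libraries the scores at BBCH77 reached 137 through node 10 replicate 3, and those at BBCH90 went down to -81.6 through node 10 replicate 3.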

PC2 (11.7%) further contributes to the partial separation between BBCH63 and BBCH77. 

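On PC2 the scores were 39.5 ± 35.5 (SD, n = 8 libraries) at BBCH63 and -38.5 ± 32.3 (SD, n = 8) at BBCH77. The ranges overlapped, from -19.0 to 74.0 at BBCH63 and from -95.9 to -16.3 at BBCH77. BBCH90 lay between them at -1.05 ± 14.4 (SD, n = 8). Across all 27 libraries the means of BBCH63 and BBCH77 were 34.8 and -34.9 (n = 9 each).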

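Node position was measured on PC2 and PC3 together, as the distance between the mean positions of 2 nodes of one stage. Nodes 2 and 5 were 82.2 units of the scores apart at BBCH63, 78.4 at BBCH77 and 11.8 at BBCH90. The mean distance of a library to its own group was 12.3 at node 2 and 11.0 at node 5 at BBCH63, so that the nodes were further apart than their replicates. At BBCH77 it was 52.5 at node 2 and 5.85 at node 5, and at BBCH90 it was 13.9 and 14.0, more than the distance between these nodes. Using all 27 libraries the distances between nodes 2 and 5 were 83.0, 77.6 and 11.3 at the 3 stages. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so these distances were not tested.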

Within each phenological stage, samples show additional dispersion related to node position, although this effect is secondary to phenology. 

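The PC3 scores were 26.8 ± 27.0 (SD, n = 8 libraries) at BBCH63, -27.1 ± 44.2 (SD, n = 8) at BBCH77 and 0.271 ± 8.76 (SD, n = 8) at BBCH90. The libraries of BBCH77 spanned -60.9 to 59.0, a range that includes all those of BBCH90. Node 2 of BBCH77 took both ends of this range, with replicate 3 at the lower end and replicate 1 at the upper.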

Figure 2C (PC1 vs PC3) confirms the dominant role of PC1, while PC3 (8.65%) enhances the separation between BBCH63 and BBCH77, particularly at early developmental stages. 

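The spread of a stage was measured as the mean distance of its libraries to the mean position of the stage on PC2 and PC3. It was 12.8 ± 9.90 (SD, n = 8 libraries) at BBCH90, against 39.3 ± 15.0 (SD, n = 8) at BBCH63 and 43.8 ± 28.4 (SD, n = 8) at BBCH77. Exact two-sided permutation tests of the difference, with n = 8 libraries in each stage, gave p = 0.00093 against BBCH63 and p = 0.0014 against BBCH77. The adjusted p was 0.0021 for both, over the 3 comparisons made. The difference between BBCH77 and BBCH90 depended on single libraries. Without BBCH77 node 2 replicate 1 it fell to 8.61 units (same test, adjusted p = 0.465). Without replicate 2 of that group it was 18.2 units (same test, adjusted p = 0.193). BBCH90 minus BBCH63 stayed between -30.1 and -18.3 units in the fits that each left out 1 library. Around the mean of their own group the libraries lay 11.2 units away on average at BBCH90, 9.40 at BBCH63 and 23.6 at BBCH77. The distances to the mean of a stage thus include those between its nodes. Libraries of the same node share that part and are not independent, so the p values do not measure the spread between replicates. Over the set of 27 libraries the spread at BBCH90 was 18.6 (n = 9), with adjusted p values of 0.0058 against BBCH63 and 0.0146 against BBCH77 from the same exact permutation tests. The column that occurs under 2 labels is in both BBCH63 and BBCH90 there.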

BBCH90 samples form a compact cluster, suggesting greater transcriptomic homogeneity at the end of the season. Finally, in Fig. 2D (PC2 vs PC3), the three phenological stages occupy distinct regions of the PCA space, allowing finer discrimination among stages. 

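The spread on PC2 and PC3 at BBCH77 exceeded that at BBCH63 by 4.53 units, which was less than the SD of either stage (exact two-sided permutation test with n = 8 libraries each, p = 0.729). Over all 27 libraries the difference was 1.01 units (exact permutation test with n = 9 each, p = 0.927). It became negative when replicate 1 or replicate 2 of BBCH77 node 2 was left out, and was -18.3 units at the lowest. The 3 libraries of BBCH77 node 2 were 104, 69.2 and 34.4 units from the mean of the stage, and those of its other nodes between 18.4 and 37.0 units.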

BBCH77 displays the highest dispersion, indicating increased transcriptomic heterogeneity during the floral transition phase, whereas BBCH63 and BBCH90 samples are more tightly clustered.

**Fig. 2:**
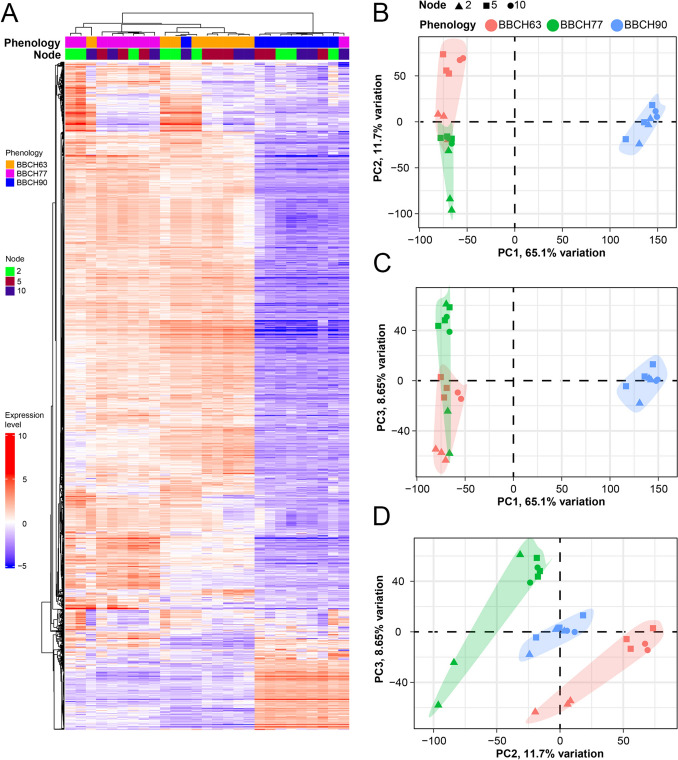
Hierarchical clustering and Principal Component Analysis (PCA) of samples. **A** Heatmap of the 3,000 most variable genes (including all biological replicates of each sample) hierarchically clustered according to Pearson distance, average distance and gene centering. The legends are reported on the left. **BD** PCA with principal components 1 and 2, 1 and 3, 2 and 3, respectively (excluding the outliers). The percentage of variance explained by each PC is shown in the axis label, while the legend is shown on the top

Overall, PCA highlights phenological stage as the primary determinant of gene expression variation, with node position contributing to intra-stage variability, especially during intermediate developmental phases.

### Identification of differentially expressed genes (DEGs)

Significant transcriptional changes were observed between different phenological stages (Fig. 3A), especially between BBCH77 and BBCH90, with 5,338 downregulated and 2,283 upregulated genes. 

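Averaged over the 3 nodes, 5715 genes were downregulated and 2438 upregulated at BBCH90 vs BBCH77 over the 24 libraries. With all 27 libraries these numbers were 4553 and 1426. In the fits that left out 1 library in turn, none of them of node 10, the total number of DEGs ranged from 8043 to 8245. Of the alternatives over the same 24 libraries, testing without the low-count filter moved the numbers most, to 6386 and 2613. DESeq2 gave 6300 and 2396 and shared 7970 of the 8153 DEGs, changed in the same direction.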

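At BBCH77 vs BBCH63, averaged over nodes, 855 genes were downregulated and 1871 upregulated over the 24 libraries. Taking all 27 libraries the numbers fell to 472 and 1132. The total ranged from 2623 to 2809 DEGs in the fits that left out 1 library each, none of them of node 10. The paper's numbers for the 2 steps between stages are the same as those it gives for node 2 alone. The like contrasts here are thus those of node 2 and not the averages, with 7915 DEGs at BBCH90 vs BBCH77 and 2036 at BBCH77 vs BBCH63.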

Between BBCH63 and BBCH77 the number of DEGs was lower, with 703 and 1,435 down- and up-regulated genes, respectively.

**Fig. 3:**
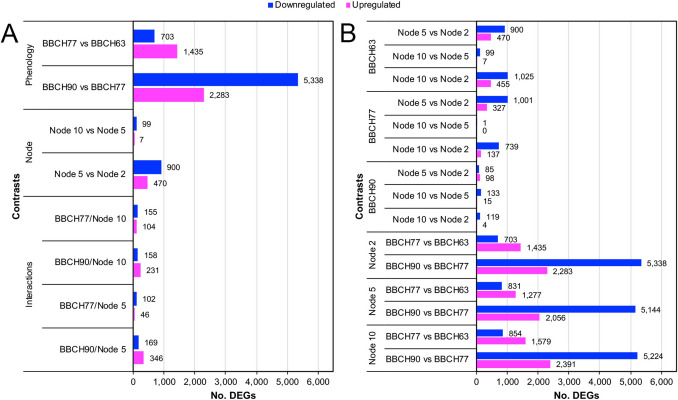
Number of differentially expressed genes (DEGs) in different types of contrast. **A** DEGs considering the single factors and their interactions. **B** DEGs considering the single contrasts between samples. FDR cutoff and minimum fold-change were equal to 0.05 and 2, respectively. The legend at the top of the chart shows the colours used for down- (blue) and up- (magenta) regulated genes

The positional comparisons showed lower numbers, with 900 and 470 down- and up-regulated genes in node 5 vs node 2, and only 99 downregulated and 7 upregulated genes in node 10 vs node 5. 

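At BBCH63, 718 genes were downregulated and 391 upregulated in node 5 vs node 2, and no gene passed both limits in node 10 vs node 5. At an unadjusted p under 0.05 there were 6434 genes in the former contrast and 2479 in the latter. Across all 27 libraries, node 5 vs node 2 gave 57 and 31 DEGs and node 10 vs node 5 gave 0, with 754 genes at an unadjusted p under 0.05. Nodes 2 and 5 hold the same libraries in both sets, while the dispersions are estimated over all groups. DESeq2 called 105 genes in node 10 vs node 5 at BBCH63. Averaged over the 3 stages, 724 genes were downregulated and 116 upregulated in node 5 vs node 2, and 17 downregulated and 0 upregulated in node 10 vs node 5. Using all 27 libraries the averaged contrasts gave 392 and 39 DEGs in node 5 vs node 2, and 0 in node 10 vs node 5, where 899 genes had an unadjusted p under 0.05. Of the 840 DEGs of the averaged contrast of nodes 5 and 2, 633 changed in the same direction at every stage. Among these, the largest falls were those of VITVI13G01250, with a log2 fold change of -4.83 (standard error 0.87, adjusted p = 0.00213), and VITVI19G01912, with -4.39 (standard error 0.97, adjusted p = 0.00570). The largest rises were those of VITVI03G00113, with 2.71 (standard error 0.48, adjusted p = 0.00201), and VITVI03G01389, with 2.52 (standard error 0.65, adjusted p = 0.0142), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At BBCH90 the libraries of node 2 held at most 1 count of VITVI03G00113 and 0 of VITVI03G01389. The averaged rises of these 2 genes thus include a stage where node 2 was below what the depth can show (3 counts). The rise of VITVI03G01389 rests mostly on this stage, where node 5 held 1 to 27 counts. With libraries left out in turn its log2 fold change was 4.77 to 7.23 at BBCH90. It was only 0.05 to 0.57 at BBCH63 and 0.26 to 0.62 at BBCH77. The falls include low counts as well, with 0 to 4 counts of VITVI13G01250 at node 5 at BBCH77 and 0 to 6 at BBCH90, and 3 to 4 counts of VITVI19G01912 at node 5 against 4 to 8 at node 2 at BBCH90. Over the set of 27 libraries the adjusted p of VITVI03G01389 was 0.513, and those of the other 3 genes were between 0.0238 and 0.0332.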

The number of DEGs resulting from the interaction between node and phenological phase was very low and will not be discussed.

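The interaction of node and stage was tested as the difference between stages of a contrast between nodes, with BBCH63 and node 2 as the reference. For node 10, 1 gene decreased and 3 increased at BBCH77, and 24 decreased and 26 increased at BBCH90. For node 5, 0 genes decreased and 3 increased at BBCH77, and 27 decreased and 93 increased at BBCH90. The 4 genes of node 10 at BBCH77 were VITVI04G01321, VITVI05G00039, VITVI09G01493 and VITVI12G02758, and the 3 of node 5 were VITVI09G00064, VITVI09G01493 and VITVI13G04600, all named after their values were seen. VITVI09G01493 had the largest of these changes, with log2 values of 3.35 (standard error 0.43, adjusted p = 0.00694) for node 10 and 3.31 (standard error 0.38, adjusted p = 0.0014) for node 5 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all 27 libraries no interaction passed, while between 890 and 3370 genes had an unadjusted p under 0.05. DESeq2 gave 261 and 392 genes for node 10, and 149 and 524 for node 5, at BBCH77 and BBCH90.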

Thereafter, the simple contrasts between samples were analysed, by grouping them either by phenological phase or by node, making the comparisons between nodes and between phases, respectively (Fig. 3B). 

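At BBCH77, 851 genes were downregulated and 273 upregulated in node 5 vs node 2. At BBCH90 no gene passed in this contrast, although 1812 genes had an unadjusted p under 0.05. In node 10 vs node 5 no gene passed at BBCH77 or BBCH90, where 785 and 2088 genes had an unadjusted p under 0.05. In node 10 vs node 2 there were 687 and 373 DEGs at BBCH63, 307 and 60 at BBCH77, and 0 at BBCH90, with 2185 genes at an unadjusted p under 0.05. Taking all 27 libraries, node 10 vs node 2 gave 3 downregulated genes and 1 upregulated at BBCH63, and no other contrast between nodes at BBCH77 or BBCH90 gave a DEG. At an unadjusted p under 0.05 these contrasts of all 27 libraries had 3524 genes in node 5 vs node 2, 1381 in node 10 vs node 5 and 4691 in node 10 vs node 2 at BBCH77, and 588, 2718 and 3238 at BBCH90. DESeq2 on the 24 libraries called 183 genes in node 5 vs node 2, 147 in node 10 vs node 5 and 131 in node 10 vs node 2 at BBCH90.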

The contrasts between the buds of nodes 5 and 2 were on average those with the highest number of DEGs, decreasing at BBCH90, and most of which included genes that were downregulated in node 5, while comparisons between nodes 10 and 5 were on average those with the lowest number of differentially expressed genes.

The contrasts between the same nodes at different phenological phases can provide further interpretations, showing closely similar regulatory patterns in buds of all nodes. 

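In the buds of node 2, 660 genes were downregulated and 1376 upregulated at BBCH77 vs BBCH63, and 5403 and 2512 at BBCH90 vs BBCH77. Taking all 27 libraries these were 79 and 395, and 4816 and 2349 genes. The groups of node 2 hold the same libraries in both sets, while the dispersions are estimated over all groups.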

Transcription in buds at 2nd node increased for 1,435 and 2,283 genes and decreased for 703 and 5,338, passing from BBCH63 to 77 and BBCH77 to 90, respectively. Buds at 5th node showed a similar trend, with 1,277 and 2,056 up-regulated, and 831 and 5,144 down-regulated genes, while those at 10th node pointed out 1,579 and 2,391 up-regulated, and 854 and 5,224 down-regulated genes.

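At node 5 there were 747 downregulated and 1234 upregulated genes at BBCH77 vs BBCH63, and 5185 and 2295 at BBCH90 vs BBCH77. At node 10, from 2 libraries per stage, 755 and 1457 genes changed in the former step, and 5270 and 2529 in the latter. Across all 27 libraries node 5 gave 155 and 435 DEGs, and then 4532 and 2136. With its replicate 3 included, node 10 gave 0 and 1 DEGs at BBCH77 vs BBCH63 and 0 at BBCH90 vs BBCH77, where 4088 and 3228 genes had an unadjusted p under 0.05. From the numbers of DEGs in these contrasts, the paper concludes that regulatory patterns were closely similar in buds of all nodes.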

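Counting genes past both limits at BBCH63 and BBCH77 and not at BBCH90, 331 were downregulated in node 5 vs node 2. The contrast of these nodes at BBCH90 gave no DEG, so that no gene could be shared with that stage. With each library of the contrasts left out in turn, the number shared by BBCH63 and BBCH77 ranged from 103 to 441. Using all 27 libraries no gene was shared, since the contrast at BBCH77 gave none, and the same held for the 24 with only the 2 groups compared in each model. DESeq2 was the alternative that moved the overlaps with BBCH90 most, with 26 genes downregulated at BBCH63 and BBCH90 only and 5 at BBCH77 and BBCH90 only.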

According to the upset plots (Supplementary Fig. 3), 432 genes were downregulated in buds of node 5 vs node 2 at both BBCH63 and 77, while only 26 were downregulated in both BBCH77 and 90 in the same contrast. 

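For node 10 vs node 5, in which no stage gave a DEG, the overlap between BBCH63 and BBCH90 was 0 genes over the 24 and over all 27 libraries. With DESeq2 on the 24 libraries, 21 genes were downregulated at both of these stages.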

Comparing nodes 10 and 5, only 21 genes were in common between BBCH63 and 90. Among the upregulated, 106 were in common between BBCH63 and 77 for the contrast node 5 vs 2. 

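In the present counts, 83 genes were upregulated in node 5 vs node 2 at BBCH63 and BBCH77 only, and from 19 to 191 when libraries were left out in turn. Over the set of 27 libraries this overlap was 0, as it was with models of only the 2 groups compared.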

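The genes listed in group A of Supplementary Table 3 were tested in node 5 vs node 2 at each stage. ERF020 (VITVI18G02191) had 16.4 ± 15.0 CPM (SD, n = 3) at node 2 and 1.13 ± 0.321 CPM (SD, n = 3) at node 5 at BBCH63. At BBCH77 it had 9.44 ± 9.75 and 1.44 ± 0.813 CPM, and at BBCH90 13.4 ± 15.9 and 0.660 ± 0.539 CPM (SD, n = 3 each). The log2 fold change was -3.86 (standard error 1.06, adjusted p = 0.0277) at BBCH63, -2.72 (standard error 1.01, adjusted p = 0.0825) at BBCH77 and -4.31 (standard error 1.12, adjusted p = 0.234) at BBCH90 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Averaged over stages it was -3.63 (standard error 0.61, adjusted p = 0.00163), and 0.012 was the adjusted p over all 27 libraries. The 3 libraries of node 10 left out had 0.845, 0.727 and 7.52 CPM at BBCH63, BBCH77 and BBCH90. The last of them is the column that repeats BBCH63 node 2 replicate 2. The other 5 genes of the group were VITVI05G02251, VITVI06G00739, VITVI10G00657, VITVI13G00131 and VITVI16G01643, with averaged log2 fold changes between -2.58 and -1.28 and adjusted p values between 0.00134 and 0.00214. At single stages their adjusted p values were between 0.0271 and 0.0710 at BBCH63, between 0.0244 and 0.0863 at BBCH77 and between 0.209 and 0.248 at BBCH90. The gene of group B, VITVI12G02721, had log2 fold changes of 1.02, 1.06 and 1.70 at the 3 stages, with adjusted p values of 0.0592, 0.0466 and 0.136. None of the 7 genes passed the limits at every stage with edgeR over the 24 or all 27 libraries, and all of them did with DESeq2 over the 24.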

A group of 6 genes was downregulated in buds of node 5 vs node 2 in all phenophases, such as *VITVI18G02191* encoding an ethylene-responsive transcription factor (ERF020), while only 1 gene was upregulated. 

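The 24 libraries gave 115 genes downregulated and 25 upregulated at both steps between stages in the buds of all 3 nodes. These numbers ranged from 91 to 124 and from 21 to 26 when each library was left out in turn, except those of node 10. DESeq2 gave 136 and 32, and models of only the 2 groups compared gave 102 and 10. Over all 27 libraries both were 0, as the contrasts of node 10 then gave 1 DEG at the former step and none at the latter.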

Another example is given by the groups of 138 and 32 genes that were down- and up-regulated, respectively, in all the buds of the same node passing from a phenophase to the next. Among the upregulated, *VITVI11G00497*, encoding the auxin-responsive protein IAA9, was expressed at increasing levels in all buds of the same node during the entire experiment. 

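IAA9 (VITVI11G00497) rose at node 2 from 0.488 ± 0.172 CPM (SD, n = 3) at BBCH63 to 1.22 ± 0.247 CPM at BBCH77 and 10.4 ± 2.14 CPM at BBCH90. At node 5 it had 0.574 ± 0.0735, 1.26 ± 0.0984 and 14.2 ± 3.54 CPM (SD, n = 3), and at node 10 it had 0.520 ± 0.0403, 1.16 ± 0.107 and 11.4 ± 1.86 CPM (SD, n = 2). The log2 fold changes at BBCH77 vs BBCH63 were 1.32, 1.14 and 1.15 at nodes 2, 5 and 10 (standard errors 0.26, 0.25 and 0.31), with adjusted p values of 0.00185, 0.00356 and 0.0155 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At BBCH90 vs BBCH77 they were 3.09, 3.48 and 3.30, with adjusted p values of 6.9e-09, 1.8e-09 and 6.6e-08. In the libraries of node 10 left out the gene had 0.664 CPM at BBCH63, 8.55 at BBCH77 and 0.461 at BBCH90, the last in the column that repeats BBCH63 node 2 replicate 2. Taking all 27 libraries node 10 rose by 2.66 and 1.10 on the log2 scale at these steps, with adjusted p values of 0.113 and 0.45.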

An exhaustive list of these DEGs is provided in Supplementary Table 3.

Three genes were chosen for qPCR validation of RNA-Seq results carried out only at BBCH63. Two were selected among the DEGs, i.e., *VITVI11G00140*, encoding an ALP1-like protein with a possible indirect role in flowering (Liang et al. 2015), and *VITVI18G02191*, encoding an ethylene-responsive transcription factor (ERF020). The former was downregulated at node 5 vs node 2 only at BBCH63, while *ERF20* at all phenophases (Supplementary Table 3). 

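ALP1-like (VITVI11G00140) had 406 ± 135 CPM (SD, n = 3) at node 2 and 59.5 ± 34.5 CPM (SD, n = 3) at node 5 at BBCH63. Its log2 fold change in node 5 vs node 2 was -2.77 (standard error 1.01, adjusted p = 0.0815 over all genes) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the 12 genes fixed from the paper's text alone, p was 0.0223, although this gene was chosen by the paper among its calls on the same data. With each library of the contrast left out in turn, the log2 fold change stayed between -3.37 and -2.46. DESeq2 gave an adjusted p of 0.0185 for the gene, with which it passes the limits. At BBCH77 and BBCH90 the log2 fold changes were -1.62 (standard error 0.96, adjusted p = 0.273) and -0.62 (standard error 0.94, adjusted p = 0.947). Node 2 had 415 ± 407 CPM at BBCH77 and 373 ± 312 CPM at BBCH90 (SD, n = 3), and node 5 had 135 ± 160 and 242 ± 209 CPM (SD, n = 3). At node 10, CPM were 53.1 ± 7.62, 118 ± 31.1 and 73.5 ± 6.07 at the 3 stages (SD, n = 2), and 42.2, 595 and 325 in the libraries left out. The last of these values is from the column that repeats BBCH63 node 2 replicate 2. Across all 27 libraries the adjusted p at BBCH63 was 0.219.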

The third gene was *VITVI04G00665*, encoding a CONSTANS-like protein (COL) shown to be expressed in latent buds (Almada et al. 2009), which was not differentially expressed according to RNA-Seq. This validation gave positive results, with largely overlapping expression patterns, indicating a strong reliability of RNA-Seq results (Supplementary Fig. 4).

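In the RNA-Seq data this gene, named VvCOL1 in the paper, had 177 ± 11.1 CPM (SD, n = 3) at node 2, 171 ± 21.8 (SD, n = 3) at node 5 and 216 ± 16.7 (SD, n = 2) at node 10 at BBCH63. Its log2 fold change was -0.05 (standard error 0.13, adjusted p = 0.846) in node 5 vs node 2, 0.34 (standard error 0.15, adjusted p = 0.425) in node 10 vs node 5 and 0.29 (standard error 0.15, adjusted p = 0.222) in node 10 vs node 2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the 12 fixed genes alone, p was 0.785, 0.410 and 0.0872. The sign of the contrast of nodes 5 and 2 changed when libraries were left out, with values from -0.15 to 0.03. Node 10 replicate 3 had 177 CPM, and over all 27 libraries node 10 vs node 5 gave 0.25 on the log2 scale with an adjusted p of 1.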

### Functional analysis of DEGs (enrichment analysis)

The *simplifyEnrichment* simplification tool allowed to obtain 103 and 130 enriched terms for the down- and up-regulated genes, which grouped into 11 and 7 clusters in the contrasts between nodes, respectively (Fig. 4), while 177 and 205 enrichments were clustered into 13 and 11 groups for the down- and up-regulated genes, respectively, in the contrasts between phenological phases (Fig. 5). On average, this tool allowed us to simplify the GO terms by a factor of 15, returning simple words derived from the GO biological process subvocabulary, herein used for being the most descriptive.

**Fig. 4:**
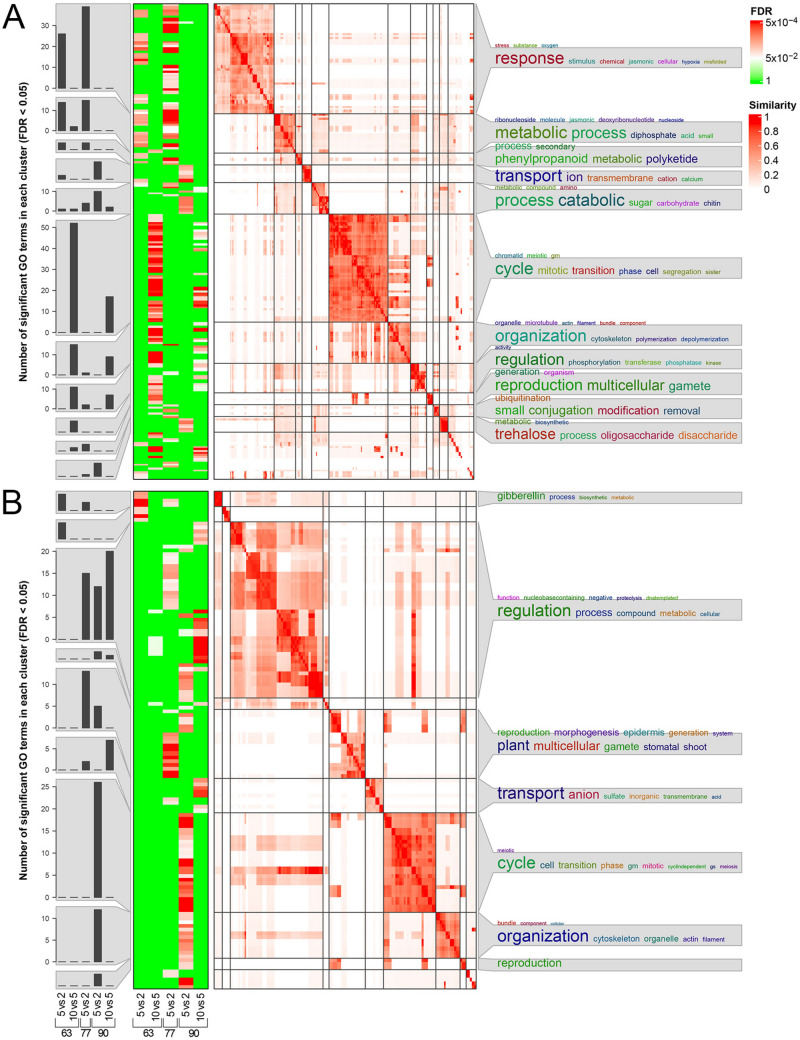
Enrichment analysis in the contrasts between nodes at different phenological phases on **A** downregulated and **B** upregulated genes. The bar charts in the first column show, when present, the number of enriched GO terms for each contrast at different phenophases (as indicated below the charts). The heatmaps in the second column display the statistical significance (FDR) of enrichments of the terms summarized through GO simplification on the right side of the figure. GO terms simplification was carried out with the R package *simplifyEnrichment* according to similarities among GO terms as summarized by the similarity matrices shown with the white-to-red colouration. Further details about the interpretation of these matrices can be found in the original publication (Gu and Huebschmann 2021). The colour scales for FDR and GO terms similarity are shown on the top right

**Fig. 5:**
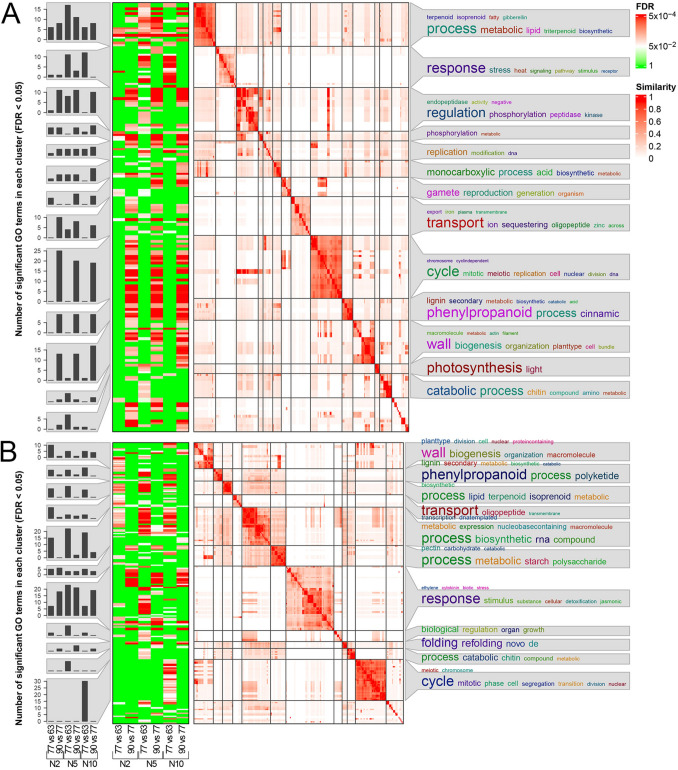
Enrichment analysis in the contrasts between phenological phases of different nodes on **A** downregulated and **B** upregulated genes. The bar charts in the first column show, when present, the number of enriched GO terms for each contrast at different nodes (as indicated below the charts). The heatmaps in the second column display the statistical significance (FDR) of enrichments of the terms summarized through GO simplification on the right side of the figure. GO terms simplification was carried out with the R package *simplifyEnrichment* according to similarities among GO terms as summarized by the similarity matrices shown with the white-to-red colouration. Further details about the interpretation of these matrices can be found in the original publication (Gu and Huebschmann 2021). The colour scales for FDR and GO terms similarity are shown on the top right

Concerning the downregulated genes (Fig. 4A), similar functions were found for the contrasts between nodes 5 and 2 at both BBCH63 and 77, with the three clusters represented by terms such as “*response*”, “*metabolic process*” and “*phenylpropanoid,*” including the highest number of DEGs. At BBCH90, the contrast between nodes 5 and 2 pointed out enriched functions dealing with ion transport, catabolic processes (mainly carbohydrates), and trehalose metabolism. Concerning the contrasts between nodes 10 and 5, enrichments were substantially shared at BBCH63 and BBCH90 (no enrichment at BBCH77), dealing with cell cycle, cytoskeleton organization and phosphorylation, indicating that these processes were more active in buds of 5th node than in position 10.

On the other hand, considering the enrichments of the upregulated genes (Fig. 4B), simplified into 7 clusters, a different pattern was observed with respect to the downregulated, with each contrast showing specific functions. The comparison at BBCH63 between buds at nodes 5 and 2 showed one enriched cluster, regarding only GAs biosynthesis and metabolism. The same contrast at BBCH77 displayed enrichments dealing with a general “*regulation*” and, interestingly, terms, such as “*shoot*”, “*reproduction*” and “*morphogenesis*”, in common with BBCH90. In the latter phase, additional enrichments were found regarding cell cycle, cytoskeleton organization, and “*reproduction*”, showing consistency with the downregulated genes. Finally, regarding the two contrasts between nodes 10 and 5 at BBCH63 and 90, the number of DEGs was very low in both situations and only the latter showed enrichments, such as “*regulation*”, once again, and anion transport.

The other series of enrichments displays the contrasts between phenophases within the same node. Starting from the downregulated genes (Fig. 5A) and considering the 2nd node, the contrast between BBCH77 vs 63 showed enrichments mainly dealing with biosynthesis and metabolism of lipids, terpenoids, isoprenoids, and GAs. In addition, the contrasts in node 5 showed enrichments dealing with response to stress (heat) and stimulus, regulation of phosphorylation, ion/oligopeptide transport, catabolic processes, and other minor terms, while in node 10 the enrichments dealt again with response to stress (heat) and stimulus, in common with node 5, and a few less numerous functions. The comparison BBCH90 vs 77 at node 2 was also enriched with terms related to biosynthesis and metabolism of lipids, terpenoids, isoprenoids, and GAs, which confirms previous observations. Moreover, this contrast was enriched with additional functions regarding regulation of phosphorylation, ion/oligopeptide transport, phenylpropanoid biosynthesis and metabolism, but above all cell cycle and cell wall biogenesis, the latter processes being in common with the same contrast of nodes 5 and 10.

The upregulated terms showed complementary and consistent results with respect to the previous ones (Fig. 5B). In the BBCH77 vs 63 comparison, enrichments showed a similar trend in all nodes, with functions, such as cell wall biogenesis, phenylpropanoid biosynthesis and metabolism, biosynthesis and metabolism of lipids, terpenoids and isoprenoids, oligopeptide transport, biosynthetic processes, starch metabolism, and response to stimulus (including jasmonate, cytokinins and ethylene). Most of these biological processes were downregulated in node 10 vs 5 in the same timeframe and are now upregulated in node 5 vs 2, meaning that node 5 is mainly characterized by these transcriptional patterns. Nevertheless, at node 10 in the same stage comparison, the terms regarding the cell cycle were enriched as well, consistently with what shown above. Finally, regarding the contrast BBCH90 vs 77, few enrichments were pointed out mainly for node 10 that deal with cell wall biogenesis and organization, biosynthetic processes and starch metabolism. The only cluster of enriched terms in common among the three nodes in this contrast dealt with response to hormonal stimulus (jasmonate, cytokinins and ethylene). However, while the number of significant GO terms dealing with these biological processes showed a peak in buds of node 5 in BBCH77 vs 63, with the other nodes showing a significantly lower number of enrichments (Fig. 5B), the same numbers in the contrast BBCH90 vs 77 were constantly high in all nodes (~ 20 terms).

### WGCNA analysis

With a soft threshold power equal to 20, which is the maximum value (Fig. 6A), genes were clustered into 13 modules, the most numerous of which was the “*blue*” with 1291 genes, followed by the other modules up to “*lightyellow*”, with 50 genes (Fig. 6B).

**Fig. 6:**
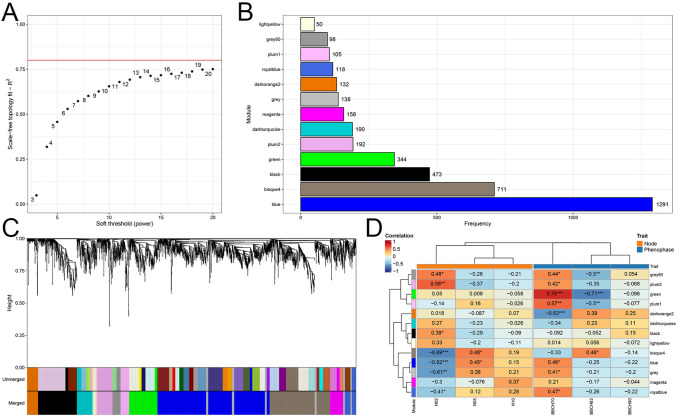
Weighted correlation network analysis (WGCNA) of the different bud samples. **A** Analysis of the scale-free fit index, with the red horizontal line marking the chosen cutoff (20). **B** Colours and number of genes for the WGCNA modules identified. **C** Hierarchical cluster tree of co-expression modules based on WGCNA. Unmerged and merged modules are shown below the tree. The different colours correspond to different modules. **B** Module-sample correlation matrix. The number in each cell indicates the correlation index (either positive or negative) between the module gene expression and the node or phenological phase, according to the colour scale shown in the top of the matrix. Asterisks indicate the level of statistical significance (* = significant at *alpha* = 0.05; ** = significant at *alpha* = 0.01; *** = significant at *alpha* = 0.001; no asterisk: not significant)

Most of the 13 modules obtained, shown in Fig. 6C, had expression patterns positively or negatively correlated either with the phenological stages BBCH63 and 77, or with the bud positions 2 and 5, with very significant statistics. 

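The co-expression modules were approached here with k-means clusters, since WGCNA was not run. The 4000 most variable genes of the 27 libraries were freed of 3 principal components with sva and grouped in 13 clusters, and the first component of each cluster was correlated with each stage and node. The 27 libraries include the column that occurs under 2 labels. The 3 components removed held 72.6, 8.93 and 7.21% of the variance, and 68.0, 43.4 and 32.2% of their own variance was between stages. No cluster passed an adjusted p of 0.05 for BBCH63, BBCH77, BBCH90 or node 10, over 78 correlations tested with 100000 permutations each, and for these 4 traits none had an unadjusted p under 0.05. The strongest correlation with node 10 was 0.310 and that with BBCH90 was -0.229. The same was found over the 24 libraries, apart from 1 cluster with an unadjusted p under 0.05 for node 10. The alternative that moved these results most was clustering without the removal of components, with which 9 clusters were correlated with BBCH90 and 0 with node 10.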

None of them was correlated with BBCH90 and bud position 10.

Seven gene modules were correlated with bud position 2, three positively (“*grey60*”, “*plum2*”, and “*black*”) and four negatively (both “*bisque4*” and “*blue*” with very high statistical significance; “*grey*”, and “*royalblue*”). 

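Among the 13 k-means clusters, 0 were correlated with node 2 at an adjusted p of 0.05, and 3 had an unadjusted p under 0.05. The strongest r was 0.407 (adjusted p = 0.770 from the permutation test, 27 libraries). Over the 24 libraries the strongest r was 0.441 (adjusted p = 0.753, permutation test), with 1 cluster at an unadjusted p under 0.05. Of the components removed before clustering, PC2 and PC3 held 21.6 and 20.8% of their variance between nodes, so that part of the difference between nodes was taken out beforehand. Without their removal 3 clusters were correlated with node 2, with a strongest r of 0.561 and a smallest adjusted p of 0.0152 (permutation test, 27 libraries).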

Among the positively correlated, the “*black*” module is enriched of gene functions dealing with “*regulation of transcription, DNA-templated*”, while among the negatively correlated, there were enrichments related to “*mitotic cell cycle*”, “*cellular oxidant detoxification*”, and “*response to light stimulus*” for “*bisque4*” module, and “*translation*”, “*regulation of transcription by RNA polymerase II*”, “*protein folding*”, “*peptidyl-serine phosphorylation*”, and functions dealing with protein catabolism, just to cite the most representative of the “*blue*” module (Table 1). Patterns of expression of these genes are shown in Supplementary Fig. 5.

**Table 1:** Gene ontology biological process (GO–BP) terms enriched in the WGCNA modules

GO ID	GO term	No. Genes	No. Bkg genes	*p* value	FDR	Module
GO:0007015	actin filament organization	4	15	0.00019	0.009149	bisque4
GO:0098869	cellular oxidant detoxification	7	72	0.000636	0.026805	bisque4
GO:0015995	chlorophyll biosynthetic process	4	14	0.000142	0.007954	bisque4
GO:0000226	microtubule cytoskeleton organization	7	28	1.10E-06	7.44E-05	bisque4
GO:0000278	mitotic cell cycle	7	28	1.10E-06	7.44E-05	bisque4
GO:0015979	photosynthesis	5	38	0.000966	0.036189	bisque4
GO:0009768	photosynthesis, light harvesting in photosystem I	6	11	2.85E-08	9.60E-06	bisque4
GO:0018298	protein-chromophore linkage	8	34	3.08E-07	3.46E-05	bisque4
GO:0009416	response to light stimulus	8	32	1.85E-07	3.12E-05	bisque4
GO:0006355	regulation of transcription, DNA-templated	21	568	3.60E-05	0.012124	black
GO:0009073	aromatic amino acid family biosynthetic process	4	13	0.000994	0.025773	blue
GO:0002181	cytoplasmic translation	8	18	1.02E-07	1.73E-05	blue
GO:0006334	nucleosome assembly	5	14	0.000101	0.004247	blue
GO:0018105	peptidyl-serine phosphorylation	6	31	0.000814	0.023239	blue
GO:0010499	proteasomal ubiquitin-independent protein catabolic process	6	9	1.86E-07	2.09E-05	blue
GO:0043161	proteasome-mediated ubiquitin-dependent protein catabolic process	10	42	2.18E-06	0.000184	blue
GO:0006457	protein folding	9	72	0.001263	0.03041	blue
GO:0050790	regulation of catalytic activity	10	65	0.000123	0.004619	blue
GO:0006357	regulation of transcription by RNA polymerase II	13	127	0.000827	0.023239	blue
GO:0000027	ribosomal large subunit assembly	5	11	2.55E-05	0.00172	blue
GO:0042254	ribosome biogenesis	5	13	6.68E-05	0.003218	blue
GO:0006412	translation	31	150	4.34E-15	1.46E-12	blue
GO:0006414	translational elongation	7	26	3.17E-05	0.001779	blue
GO:0006413	translational initiation	7	36	0.000292	0.009827	blue
GO:0051259	protein complex oligomerization	5	19	7.73E-09	1.30E-06	darkorange2
GO:0006457	protein folding	6	72	3.20E-07	2.16E-05	darkorange2
GO:0009408	response to heat	7	31	2.19E-11	7.40E-09	darkorange2
GO:0042542	response to hydrogen peroxide	5	24	2.78E-08	3.13E-06	darkorange2
GO:0009651	response to salt stress	5	38	3.15E-07	2.16E-05	darkorange2
GO:0000165	MAPK cascade	2	8	5.53E-05	0.018627	lightyellow

The “*bisque4*” and “*blue*” modules were positively correlated with bud position 5. 

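A cluster of 287 genes was the only one of the 13 correlated with node 5, with a Pearson r of 0.605 (permutation p = 0.00053, adjusted p = 0.0413, 27 libraries) and a Spearman rho of 0.646 (permutation p = 0.00048, adjusted p = 0.0374). Without the 2 libraries farthest from the median of the cluster's first component, r was 0.566. The first component was higher at node 5 than at the other nodes at each stage, with 0.141 ± 0.108 at BBCH63, 0.104 ± 0.0891 at BBCH77 and 0.248 ± 0.277 at BBCH90 (SD, n = 3). At node 2 it was -0.0641 ± 0.247, -0.0716 ± 0.0954 and -0.185 ± 0.170 (SD, n = 3). Clusters made from the 24 libraries gave 1 correlated with node 5, with r = 0.714 (adjusted p = 0.00468, permutation test). With 1 library left out at a time, no cluster was correlated with node 5 in 12 of the 27 fits, and 1 was in the others. Among the fits with none was that without BBCH63 node 2 replicate 2, the column that occurs under 2 labels (strongest r = 0.614, adjusted p = 0.0663, permutation test). Without removal of components the number was 0 (0 at an unadjusted p under 0.05).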

All the modules showing significant correlations with node position displayed an opposite behavior in the two nodes analyzed, i.e., those positively correlated with node 2 were negatively correlated with node 5, and vice versa. Genes encoding transcription elements are more expressed in node 2 than 5 (and 10), and buds at 2nd node are concurrently less active in terms of cell cycle, response to light, and translation (along with a series of post-translational modifications). These differences persisted during the whole experiment, indicating that the buds at these positions follow different developmental trajectories.

Six modules were positively correlated with BBCH70 (“*grey60*”, “*plum2*”, “*green*”, “*plum1*”, “*blue*”, and “*royalblue*”). Among these six modules, only the “*blue*” showed significant functional enrichment.

Only the “*darkorange2*” module was negatively and very significantly correlated with BBCH70, with enrichments related to “*protein folding*”, “*response to heat*”, “*response to hydrogen peroxide*”, and “*response to salt stress*”. In addition, in this case, an opposite behavior was observed for the same modules in the previous phenophase, i.e., BBCH63, with statistical significance resulting from “*grey60*”, “*green*”, and “*plum1*” for the negatively correlated, and “*bisque4*” for the positively correlated. The modules “*grey60*”, “*plum2*”, “*bisque4*”, “*blue*”, “*grey*”, and “*royalblue*” are in common between the nodes and the phenological stages, indicating possible interactions between these two factors. For example, the genes belonging to the “*blue*” module are, on average, expressed at highest levels at BBCH70 in buds at node 5, those of the “*bisque4*” module in buds at node 5 at BBCH63 (Supplementary Fig. 5), and the genes of modules “*grey60*” and “*plum2*” in buds of node 2 at BBCH70.

### Hormone biosynthesis and signal transduction

Pathview analysis was performed on the biosynthesis and signal transduction pathways of the five major plant hormones. Results were represented in two complementary ways, grouping samples either by phenophase or by node, allowing concurrent visualization of temporal and positional variation.

For auxin biosynthesis (Fig. 7A), attention was focused on the YUCCA (indole-3-pyruvate monooxygenase; EC 1.14.13.168) step, a major regulatory point in the pathway (Luo and Di 2023). During the first two phenophases, node 2 showed little variation, whereas YUCCA transcription increased at BBCH90. Nodes 5 and 10 displayed similar trends, with an initial increase followed by a decline. At BBCH63, node 5 showed the lowest expression levels, but this pattern reversed at BBCH77. At BBCH90, the highest YUCCA expression was observed in node 2 buds. Auxin signal transduction (Fig. 8) provided two main indications related to auxin homeostasis and signalling activity. Transcriptional profiles of biosynthesis genes (*TAA1* and *YUCCA*), transport components (*AUX1*), and conjugation enzymes (*GH3*) were largely consistent and indicated that buds at node 5 were more active than those at node 2, whereas buds at node 10 were less active than those at node 5. This differential activity was most pronounced at BBCH77 and decreased at BBCH90 in all nodes. *AUX*/*IAA* transcripts, commonly used as reliable indicators of auxin signalling (Abel et al. 1994), showed substantial overlap with these patterns when comparing phenophases. In positional contrasts, auxin signalling generally increased toward more apical nodes, except at BBCH90, when the shoot apical meristem was more distant from the sampled buds.

**Fig. 7:**
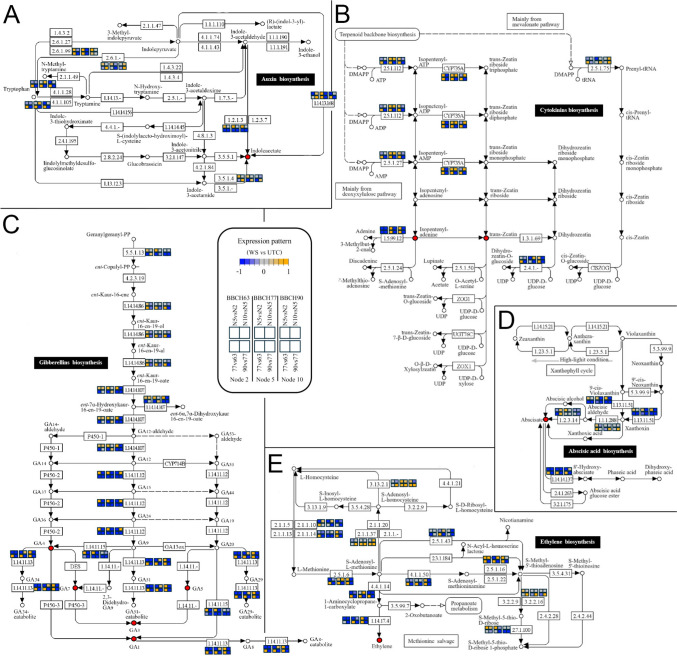
Pathview analysis of hormone biosynthesis through KEGG mapping. Maps were cropped leaving only the most relevant parts. **A** Auxin: map00380; **B** cytokinins: map00908; **C** gibberellins: map00904; **D** abscisic acid: map00906; **E** ethylene: map00270. The bioactive hormones are shown as red circles. The colour scale and a legend key are reported within the figure. Briefly, the expression pattern of each gene is shown through the twelve squares close to the gene name according to the colours and order shown in the legend

**Fig. 8:**
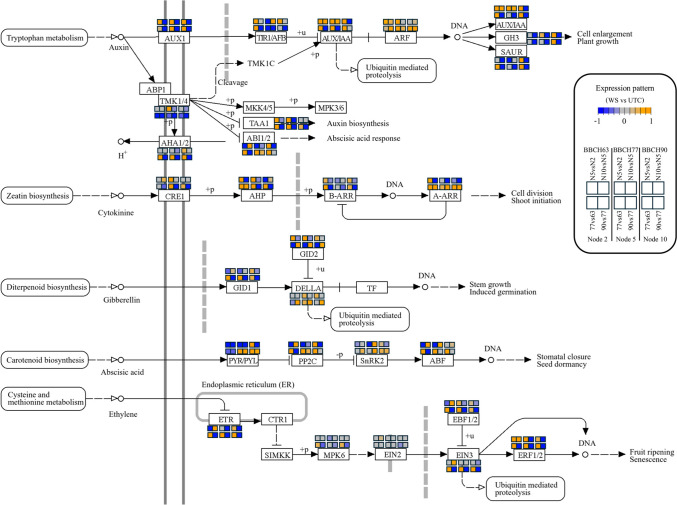
Pathview analysis of hormone signal transduction through KEGG mapping (map04075). The colour scale and a legend key are reported within the figure. Briefly, the expression pattern of each gene is shown through the twelve squares close to the gene name according to the colours and order shown in the legend

For cytokinins (Fig. 7B), IPT (isopentenyl transferase; EC 2.5.1.112), which catalyses the rate-limiting step (Kakimoto 2001; Takei et al. 2001), showed increased expression in all buds from BBCH63 to BBCH77, followed by a decline. *IPT* expression was similar across nodes at BBCH63, then followed a basal-to-apical increasing gradient at BBCH77 and finally decreased specifically at node 5 at BBCH90. *CYP735A* genes, encoding cytokinin hydroxylases responsible for trans-zeatin biosynthesis (Takei et al. 2004), displayed similar expression patterns. *Type-A ARR* (*RRA*) genes were more highly expressed in buds at node 5 than node 2 at BBCH63 and showed lower expression in node 10 at all phenophases (Fig. 8).

Gibberellins (GAs) biosynthesis (Fig. 7C) was evaluated through GA20ox (EC 1.14.11.12) and GA2ox (EC 1.14.11.13), which regulate biosynthesis and inactivation of bioactive GAs, respectively (Hedden 2020). *GA20ox* expression decreased from BBCH63 to BBCH90 in all buds. Positional comparisons showed higher expression in node 5 at BBCH63 and BBCH77, with a reversal at BBCH90. *GA2ox* transcripts increased from BBCH63 to BBCH77 in all nodes, then declined. Across nodes, an initially decreasing gradient from node 2 to node 10 was followed by slight increases at node 10 (BBCH77) and node 5 (BBCH90). For GA signalling (Fig. 8), *DELLA* genes were considered reliable indicators of GA response (Middleton et al. 2012). No differences were observed at BBCH63, whereas at BBCH77 and BBCH90 *DELLAs* were more highly expressed in node 5 than node 2, consistent with GA biosynthesis patterns. No significant differences were detected between nodes 10 and 5. Across phenophases, DELLA expression was highest at BBCH90.

For abscisic acid (ABA), the rate-limiting step catalysed by NCED enzymes (EC 1.13.11.51; Xiong and Zhu 2003) showed a progressive decline in transcript abundance across all buds, less pronounced at node 5, which maintained relatively higher expression levels (Fig. 7D). ABA signalling is known to contribute to bud dormancy induction at the end of the season (Zheng et al. 2015) and to growth inhibition during summer (Velappan et al. 2022). Because KEGG maps were not exhaustive for ABA signalling (Fig. 8), a targeted search identified three dormancy-associated genes in the grapevine genome. Their expression profiles suggested early activation of dormancy-related processes, particularly at nodes 5 and 10, already at BBCH63 (Supplementary Fig. 6).

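Dormancy-associated protein-like 4 (VITVI09G00050) had 58.0 ± 9.13 CPM (SD, n = 3) at node 2, 143 ± 35.0 (SD, n = 3) at node 5 and 144 ± 32.6 (SD, n = 2) at node 10 at BBCH63. Its log2 fold change was 1.30 (standard error 0.32, adjusted p = 0.0157) in node 5 vs node 2 and 1.31 (standard error 0.34, adjusted p = 0.0243) in node 10 vs node 2 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Dormancy-associated protein-like 3 (VITVI14G00142) rose by 0.82 (standard error 0.19, adjusted p = 0.0109) and by 1.04 (standard error 0.20, adjusted p = 0.00609) in the same contrasts, from 375 ± 15.7 CPM at node 2 to 664 ± 128 at node 5 (SD, n = 3) and 770 ± 34.1 at node 10 (SD, n = 2). Dormancy-associated protein-like 1 (VITVI10G00485) had 960 ± 94.3, 1302 ± 188 and 1420 ± 189 CPM, and changes of 0.44 (standard error 0.23, adjusted p = 0.215) and 0.56 (standard error 0.25, adjusted p = 0.160). Adjusted over the 12 fixed genes, p in node 5 vs node 2 was 0.00264, 0.00199 and 0.0912 for the protein-like 4, 3 and 1 genes. Node 10 replicate 3 at BBCH63, left out by the authors, had 112, 469 and 1124 CPM of these genes. Using all 27 libraries the adjusted p in node 5 vs node 2 was 0.0799, 0.256 and 0.637, with changes of 1.30, 0.82 and 0.44. At BBCH77 nodes 2 and 5 had 54.6 ± 35.7 and 78.4 ± 3.39 CPM of protein-like 4, and 228 ± 26.2 and 239 ± 20.1 CPM of protein-like 3 (SD, n = 3). Protein-like 1 went the other way at BBCH77, with 1032 ± 335 CPM at node 2 and 738 ± 160 at node 5 (SD, n = 3). Its log2 fold change there stayed between -0.72 and -0.29 with each library left out in turn. At BBCH90 the changes of the 3 genes in node 5 vs node 2 were -0.06, 0.18 and 0.22, with adjusted p values of 0.997, 0.898 and 0.900.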

Ethylene biosynthesis is regulated by ACC synthases (ACS; EC 4.4.1.14), encoded by a multigene family subject to transcriptional and post-translational control (Pattyn et al. 2021). *ACS* expression peaked at BBCH77 in all nodes (Fig. 7E). At BBCH63, a decreasing gradient from node 2 to node 10 was observed; at BBCH77, expression increased most strongly at node 10; at BBCH90, expression returned to patterns similar to BBCH63. Regarding ethylene signalling (Fig. 8), *ERF* genes showed overlapping patterns. At BBCH63, *ERF* expression increased from node 2 to node 10, whereas at BBCH77 and BBCH90 expression peaked at node 5 and declined at node 10. In all nodes, *ERF* transcripts increased from BBCH63 to BBCH77 and decreased at BBCH90.

### Expression analysis of flowering-related genes

Based upon previous studies (Almada et al. 2009; Carmona et al. 2007) and a search carried out on PN40024.v4 genome annotations (Velt et al. 2023), seven genes putatively involved in different steps of the flowering process, among which some of the know ‘floral integrators’, were selected to assess if their RNA-Seq expression patterns matched with previous publications and could effectively mark the ongoing flowering process in the present trial (Fig. 9).

**Fig. 9:**
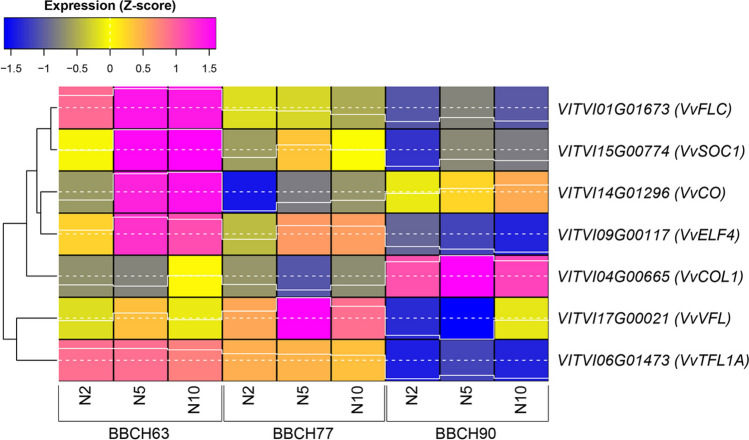
Expression heatmap of seven flowering-related genes across three phenological stages (BBCH63, BBCH77, BBCH90) and three bud positions (nodes 2, 5, and 10). Z-score normalized values were derived from data processed by iDEP after standardization. The gene names are shown in brackets after the gene ID. Expression levels range from blue (low) to magenta (high), as shown by the colour at the top left. Line traces within the boxes represent the expression levels. Hierarchical clustering groups genes according to similarities in their temporal expression patterns

Two main expression patterns plus an outlier emerged from this analysis. A first major cluster included *VvFLC* (*VITVI01G01673*), *VvSOC1* (also known as *VvMADS8*; *VITVI15G00774*), *VvCO* (*VITVI14G01296*), and *VvELF4* (*VITVI09G00117*). These genes generally displayed higher expression at BBCH63, particularly in nodes 5 and 10, followed by a decrease at BBCH77 and a further reduction at BBCH90. However, within this cluster, *VvCO* showed a distinct pattern: after declining at BBCH77, its expression slightly increased again at BBCH90 across nodes, unlike *VvFLC*, *VvSOC1*, and *VvELF4*, which continued to decline. This late-stage increase distinguished *VvCO* from the other genes in the same cluster and suggested a partially divergent temporal regulation, as previously pointed out by Almada et al. (2009).

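At BBCH63, the log2 fold change in node 5 vs node 2 was 0.92 (standard error 0.20, adjusted p = 0.00864) for VvCO, 0.65 (standard error 0.18, adjusted p = 0.0306) for VvELF4, 0.52 (standard error 0.14, adjusted p = 0.0257) for VvSOC1 and 0.31 (standard error 0.14, adjusted p = 0.148) for VvFLC, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the 12 fixed genes alone, p was 0.00199, 0.00457, 0.00457 and 0.0545. The changes in node 10 vs node 2 were 0.96, 0.54, 0.53 and 0.29, with adjusted p values of 0.0121, 0.0962, 0.0384 and 0.245. None of the 4 genes reached a 2-fold change between these nodes. Over the set of 27 libraries the changes in node 5 vs node 2 were 0.92, 0.65, 0.52 and 0.31, and the lowest adjusted p was 0.0891. Averaged over nodes, expression at BBCH77 vs BBCH63 fell by 0.91 on the log2 scale for VvFLC (adjusted p = 3.0e-07), by 0.36 for VvSOC1 (adjusted p = 0.00288), by 0.79 for VvCO (adjusted p = 6.0e-05) and by 0.38 for VvELF4 (adjusted p = 0.0102). From BBCH77 to BBCH90 it fell by 0.32 for VvFLC (adjusted p = 0.00243), by 0.25 for VvSOC1 (adjusted p = 0.0147) and by 0.94 for VvELF4 (adjusted p = 6.3e-07). VvFLC had 151 ± 34.1 CPM at node 5 at BBCH63, 76.4 ± 1.95 at BBCH77 and 64.7 ± 6.68 at BBCH90 (SD, n = 3), and VvELF4 had 38.9 ± 7.57, 29.4 ± 4.96 and 13.2 ± 0.326 CPM. In the libraries of node 10 left out, VvFLC had 86.7, 61.4 and 122 CPM and VvELF4 24.9, 14.8 and 21.0 CPM at the 3 stages. Their values at BBCH90 are from the column that repeats BBCH63 node 2 replicate 2, which also enters the results over all 27 libraries. Over all 27 libraries VvFLC at node 10 rose by 0.25 on the log2 scale from BBCH77 to BBCH90 (adjusted p = 0.600), where the 24 libraries gave a change of -0.27 (adjusted p = 0.182).

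**Figure D2:**
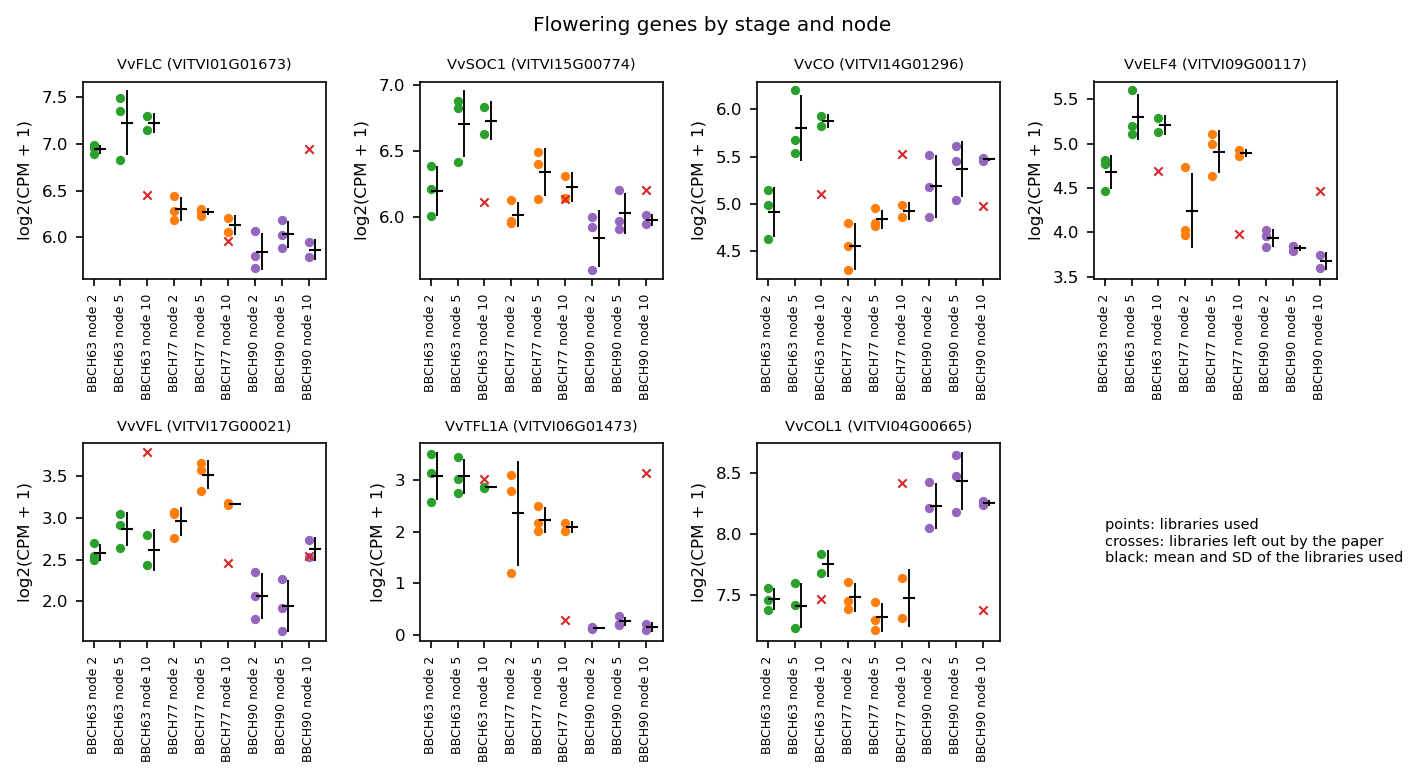
Expression of 7 flowering genes as log2 of CPM + 1 (y axes) in the 9 groups of stage and node (x axes). Points are the libraries used, coloured by stage, black marks their mean and SD, and red crosses the libraries of node 10 left out by the paper. The cross at BBCH90, where VvFLC has 122 CPM, is the column that repeats BBCH63 node 2 replicate 2.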

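From BBCH77 to BBCH90, VvCO rose by 0.67 on the log2 scale at node 2 (standard error 0.20, adjusted p = 0.00690), by 0.56 at node 5 (standard error 0.20, adjusted p = 0.0200) and by 0.56 at node 10 (standard error 0.24, adjusted p = 0.0559), with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Adjusted over the 12 fixed genes, p was 0.00596, 0.0190 and 0.0567. Its expression went from 22.7 ± 4.12 to 36.1 ± 8.47 CPM at node 2 and from 27.7 ± 2.03 to 40.8 ± 8.19 CPM at node 5 (SD, n = 3). At node 10 it went from 29.4 ± 1.96 to 43.4 ± 0.519 CPM (SD, n = 2). The libraries left out had 45.0 CPM at BBCH77 and 30.6 CPM at BBCH90, the latter in the column that repeats BBCH63 node 2 replicate 2. Taking all 27 libraries the rise at node 10 was 0.18 (adjusted p = 0.723), and that averaged over nodes was 0.47 (adjusted p = 0.00765) against 0.60 over the 24 (adjusted p = 0.000254).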

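VvTFL1A (VITVI06G01473) had 7.75 ± 2.71 CPM at node 2 and 7.58 ± 2.10 at node 5 at BBCH63, 4.92 ± 3.25 and 3.73 ± 0.845 at BBCH77, and 0.0948 ± 0.0164 and 0.201 ± 0.0797 at BBCH90 (SD, n = 3), where the libraries of node 2 held 3 to 4 counts. Its log2 fold change at BBCH90 vs BBCH77 was -5.65 at node 2, -4.21 at node 5 and -4.80 at node 10 (standard errors 0.61, 0.55 and 0.73), with adjusted p values of 3.4e-07, 2.8e-06 and 2.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For VvVFL (VITVI17G00021) the changes at this step were -1.06, -1.85 and -0.62 (standard errors 0.21, 0.21 and 0.25), with adjusted p values of 0.000268, 7.3e-07 and 0.0448. From BBCH63 to BBCH77 VvVFL rose by 0.60 averaged over nodes (adjusted p = 0.00102) and VvTFL1A fell by 0.87 (adjusted p = 0.0107). In the libraries of node 10 left out, VvTFL1A had 7.16, 0.218 and 7.81 CPM and VvVFL 12.8, 4.51 and 4.84 CPM at the 3 stages. The values at BBCH90 are again from the column that repeats BBCH63 node 2 replicate 2. Across all 27 libraries the step at node 10 was 0.25 for VvTFL1A (adjusted p = 0.909) and -0.42 for VvVFL (adjusted p = 0.492).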

A second cluster comprised *VvVFL* (*VITVI17G00021*) and *VvTFL1A* (*VITVI06G01473*), both characterized by relatively high expression at BBCH63 and/or BBCH77, followed by a pronounced downregulation at BBCH90 in all nodes. 

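VvVFL had 10.5 ± 1.36 CPM (SD, n = 3) at node 5 at BBCH77, against 6.81 ± 0.911 (SD, n = 3) at node 2 and 7.98 ± 0.0820 (SD, n = 2) at node 10. The log2 fold change in node 5 vs node 2 was 0.62 (standard error 0.20, adjusted p = 0.0525 over all genes and 0.0416 over the 12 fixed genes) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In node 10 vs node 5 it was -0.40 (standard error 0.23, adjusted p = 1.0 over all genes and 0.858 over the fixed genes). Using all 27 libraries these were 0.62 (adjusted p = 0.343) and -0.62 (adjusted p = 0.735). At BBCH63 and BBCH90 the changes of VvVFL in node 5 vs node 2 were 0.34 (adjusted p = 0.289) and -0.17 (adjusted p = 0.935), and those of VvTFL1A at the 3 stages were -0.03, -0.40 and 1.04, with adjusted p values of 0.973, 0.555 and 0.834.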

Their expression appeared strongly stage-dependent and less influenced by bud position, except a peak of expression at node 5 (BBCH77) for *VvVFL*. The general trend of their expression matched the decreasing patterns pointed out for *VvTFL1A* and *VvVFL* by Almada et al. (2009), Díaz-Riquelme et al. (2009) and Crane et al. (2012).

In contrast, *VvCOL1* (*VITVI04G00665*) behaved as an outlier. It showed comparatively low expression at BBCH63 and BBCH77 but exhibited a marked increase at BBCH90 across all nodes, indicating a distinct late-stage activation pattern. 

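VvCOL1 had 178 ± 14.7 CPM (SD, n = 3) at node 2 and 159 ± 13.2 (SD, n = 3) at node 5 at BBCH77. At BBCH90 it had 301 ± 39.5 and 348 ± 55.4 CPM. The rise from BBCH77 was 0.76 on the log2 scale at node 2 (standard error 0.13, adjusted p = 8.4e-05), 1.13 at node 5 (standard error 0.13, adjusted p = 1.1e-06) and 0.77 at node 10 (standard error 0.16, adjusted p = 0.000599), with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. From BBCH63 to BBCH77 the change averaged over nodes was -0.12 (standard error 0.08, adjusted p = 0.250). In the libraries of node 10 left out the gene had 341 CPM at BBCH77 and 166 CPM at BBCH90, the latter in the column that repeats BBCH63 node 2 replicate 2. Over all 27 libraries, this column included, the rise at node 10 was 0.15 (adjusted p = 0.751).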

Again, this pattern of expression overlapped previous data published by Almada et al. (2009), who showed an increased expression of *VvCOL1* at dormancy inception.

## Discussion

### Bud fertility

Bud fertility patterns of cv. Merlot are largely consistent with published data, although most studies refer to other cultivars, such as Sauvignon Blanc (Eltom et al. 2014) or Sultana (Sommer et al. 2000), in which the increase in fruitfulness along the cane is less pronounced. Our results confirm that distal buds are more productive, likely due to greater exposure to light and higher temperatures, resulting in reduced competition for nutrients. This is consistent with previous studies showing that light availability is a key determinant of bud fertility and that distal buds, receiving more intense illumination, tend to be more fruitful (Huglin and Schneider 1998; Shaulis and May 1971; Smart 1985). In addition, reduced shoot crowding has been shown to improve light penetration and enhance bud fertility (Smart et al. 1982), while cane diameter and vigour have been identified as important contributing factors, with optimal light exposure being critical for inflorescence primordia induction and development (Vasconcelos and Castagnoli 2000). These findings may have practical implications for vineyard management. While traditional pruning to two buds is used to control vigour and maintain fruit quality, retaining additional buds could increase yield due to the higher fertility of distal positions, provided that overcropping risks are carefully managed. The observed variability in bud productivity further highlights the importance of canopy management, as practices that improve light exposure, such as shoot thinning and canopy positioning, can enhance fertility across bud positions. Maintaining appropriate vine vigour and cane diameter is, therefore, critical to maximize bud fertility.

### Positional and temporal transcriptomics

RNA-Seq data showed good transcriptome coverage across samples. PCA clearly separated samples by phenological stage, reflecting major developmental transcriptional changes (Díaz-Riquelme et al. 2012), and also by bud position, indicating a positional effect on gene expression. The distinct clustering of node 10 buds suggests position-specific transcriptional programs associated with higher fertility. 

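On PC2 and PC3, the mean position of node 10 was 9.91 units of the scores from that of node 5 at BBCH63, 6.25 at BBCH77 and 9.91 at BBCH90. From node 2 it was 84.3, 72.2 and 17.5 units away. The 2 libraries of node 10 lay 2.69, 6.70 and 3.09 units from their own mean at these stages. With replicate 3 included, node 10 was 22.1, 22.9 and 24.1 units from node 5, and its 3 libraries were 40.8, 26.0 and 24.3 units from their own mean on average. With 3 libraries against 2, an exact permutation test cannot give a p from both sides below 0.1, so the distances were not tested.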

DEG analysis identified BBCH77 as the most transcriptionally active stage and confirmed that phenological stage has a stronger impact on gene expression than bud position. Greater transcriptional divergence between nodes 5 and 2 than between nodes 10 and 5 indicates that node distance alone does not reflect physiological differences. Overall, transcriptomic differences among nodes progressively diminished toward the end of the season, consistent with convergence to a common physiological state and a gradual reduction of transcriptional activity during floral transition and initiation.

The functional enrichment analyses indicate that bud position and phenological stage jointly shape the regulatory programs underlying bud fertility. During the first two phenophases, buds at the 2nd node showed greater responsiveness to external stimuli and more active secondary metabolism than buds at node 5, suggesting higher developmental plasticity at basal positions. At BBCH90, enrichments related to carbohydrate and trehalose metabolism in node 2 buds are consistent with the key role of carbon availability in grapevine flowering (Lebon et al. 2008) and with trehalose-6-phosphate acting as a proxy for carbohydrate status (Wahl et al. 2013). In contrast, buds at node 5 were enriched for gibberellin biosynthesis and metabolism relative to node 2, in agreement with the inhibitory role of GAs in grapevine flowering (Boss and Thomas 2002) and with the reduced fertility observed at this position. Enrichment patterns further indicate that genes related to cell cycle and cytoskeleton organization were upregulated in node 5 compared with node 2 but downregulated relative to node 10, identifying node 5 buds at BBCH90 as the most transcriptionally active in terms of cell proliferation. However, this activity was accompanied by a late-stage slowdown of key physiological processes, including nutrient uptake. Stage-dependent enrichment analyses showed that GA biosynthesis is progressively deactivated in all buds and that from BBCH77 to BBCH90 there is a strong reduction in cell division and cellular structure biogenesis, indicating that bud architecture is largely established by the final phenophase. When positional and temporal patterns are integrated, buds at node 5 emerge as a distinct regulatory state characterized by competition among gibberellins, cytokinins, and ethylene. In these buds, the dominance of negative regulators, including ethylene, which acts as a floral repressor in Arabidopsis (Achard et al. 2007), likely over-rides cytokinin-mediated promotion of flowering, resulting in reduced fertility. In contrast, in buds at nodes 2 and 10, positive regulatory signals prevail, consistent with their higher fruitfulness.

WGCNA analysis further strengthened the idea that buds at different positions followed different developmental trajectories, but the most intriguing results were those coming from hormone biosynthesis and signal transduction analyses.

### Positional and temporal hormonal regulation

Results indicate that node 5 likely underwent a transient auxin biosynthetic activation at BBCH77, whereas node 2 showed increased auxin biosynthesis later, at BBCH90. Auxin biosynthesis in basal nodes appeared downregulated overall, likely reflecting their more advanced developmental stage. In contrast, in central nodes auxin biosynthesis seemed locally activated, possibly compensating for the increasing distance from the shoot apical meristem (SAM). In apical nodes, auxin may instead be largely supplied by the nearby SAM, reducing the need for local biosynthesis. A positive role of auxin during key developmental stages of grapevine buds, including floral initiation, has been proposed (Costantini et al. 2007) and is well-established in model species (Chandler 2011). In this context, the proximity of the SAM to apical nodes may partly explain the higher fertility observed at node 10, which could benefit from a sustained auxin flux from the apex.

Trans-zeatin biosynthesis was transcriptionally activated at BBCH77 in all nodes, following a basal-to-apical increasing gradient and declining at node 5 at the final timepoint. *RRA* genes are rapidly induced by cytokinins (D’Agostino et al. 2000) and are thought to mediate negative feedback regulation of CK signalling (Hwang et al. 2012), thereby reducing hormone sensitivity. The observed patterns are consistent with a more advanced developmental stage in basal buds and with a prominent, yet transient, role of cytokinins in node 5 buds at BBCH63. This cytokinin activity was not sustained at later stages, as previously suggested (Crane et al. 2012), potentially contributing to the lower fertility observed at this position. Overall, cytokinin signalling increased progressively across phenophases in all buds, consistent with the decreasing influence of SAM-derived auxin (Müller and Leyser 2011).

During the first two phenophases, node 5 displayed expression profiles compatible with higher gibberellin levels. Given the negative role of GAs in floral induction and transition (Boss et al. 2002), these data, together with GA signalling patterns, suggest activation of GA biosynthesis in node 5 at BBCH63 and BBCH77, followed by a later phase in which accumulated GAs were progressively deactivated by GA2-oxidases. Considering that buds at node 5 showed the lowest fertility, these findings are consistent with the inhibitory role of GAs in grapevine floral transition (Boss and Thomas 2002; Crane et al. 2012).

Analyses of ABA biosynthesis and response suggest that dormancy-related processes may have been activated earlier in node 5 buds compared with other positions (Velappan et al. 2022). Such early induction could have limited reproductive differentiation, contributing to reduced fertility.

Finally, ethylene biosynthesis appeared to increase at BBCH77, reaching its highest levels in node 10 buds. However, the distinct behaviour of node 5 in terms of ethylene signal transduction may have further influenced its fertility. Although the role of ethylene in perennials remains debated, it has been shown to act as a negative regulator of floral transition in Arabidopsis (Achard et al. 2007), and a similar regulatory effect cannot be excluded in grapevine.

### Expression of floral integrators and flowering-related genes

Information coming from the expression patterns of the known floral integrators and flowering-related genes allowed to consistently place the current study within the developmental series of events occurring during the flowering process in the first season. This analysis indicates that phenological stage exerted a stronger influence on flowering gene expression than bud position, while positional effects are more evident during early developmental stages and are gene-specific rather than uniform across the cluster. The consistency of expression patterns of all genes with the published data (Almada et al. 2009; Díaz-Riquelme et al. 2009; Crane et al. 2012) gave both general and specific indications, regarding the overall phenology and the relevancy of node position, respectively.

Concerning the phenology, BBCH63 could be identified as the floral induction phase, with all the important floral integrators, such as *VvFLC*, *VvSOC1*, and *VvCO*, expressed at maximum levels regardless of their specific positive or negative role in the flowering process. Among these genes, *VvFLC* (*Flowering Locus C*) has been well-studied in Arabidopsis, where it acts as a floral repressor in antagonism with FT and SOC1 in both vernalization and autonomous pathway (Michaels and Amasino 1999; Jiang et al. 2008; Deng et al. 2011). The observed expression patterns of *VvFLC* across development were consistent with previous results by Díaz-Riquelme et al. (2009) in buds of *Vitis vinifera* cv Tempranillo, showing an early upregulation of this gene from June to July, followed by a drop of its transcripts. Even though the role of this gene in grapevine, which does not need vernalization, remains to be elucidated, a possible accessory role within the autonomous pathway may be hypothesized as a sort of “plan B” to ensure flowering also under sub-optimal environmental conditions. Worthy to note that buds at node 2 showed a lower expression of all three genes of this cluster at BBCH63, indicating that the more advanced developmental stage of these buds likely over-rode the environmental control involved in floral induction. For a detailed study of the reciprocal dynamics of expression of these genes, a more intensive transcriptional time series would be necessary, but this was not the aim of the current study.

The following phenophase, BBCH77, could be placed on the following floral transition/initiation stage. This timepoint is characterized by the highest variability among nodes, consistently with the differences observed in the following year in terms of fertility. Worthy to note, *VvVFL* showed its highest expression at node 5, consistent with previous reports placing its maximum expression after *VvSOC1*, the latter being considered an important regulator of floral transition and development (Boss et al. 2002; Carmona et al. 2007; Almada et al. 2009; Pucker et al. 2020). *VvVFL* is the grapevine ortholog of Arabidopsis *FLO/LFY* and plays a central role in floral development (Carmona et al. 2002). It is expressed in shoot apical and lateral meristems that give rise to inflorescences, flowers, or tendrils, indicating functions in both flower initiation and maintenance of meristem indeterminacy (Poupin et al. 2011). Therefore, its high expression in node 5 buds may be consistent with a stronger and longer maintenance of meristem vegetative phase, which would prevent these buds from expressing their maximum reproductive potential under optimal environmental conditions.

Finally, the upregulation of both *VvCO* and *VvCOL1* at BBCH90 placed this phenophase immediately before buds’ dormancy inception. Indeed, besides the known link between *CONSTANS*-like genes and photoperiod (Putterill et al. 1995), which would justify their transient downregulation at BBCH77, an additional putative role in dormancy inception was hypothesized for both, especially for *VvCOL1* (Almada et al. 2009), thus reinforcing the placement of BBCH90 in the final phase of the annual cycle of the buds. In addition, *VvELF4*, a homolog of Arabidopsis *EARLY FLOWERING 4*, plays a crucial role in the circadian clock and photoperiodic flowering pathways in grapevine (Kamal et al. 2019). However, differently from *VvCO* and *VvCOL1*, its expression dropped at BBCH90, in parallel with the shortening of the days. To further strengthen this assumption, the expression of the four remaining genes was at very low levels at BBCH90, indicating the completion of floral induction, transition, and initiation phases, where these genes are mainly involved. Finally, a focus should be made also on *VvTFL1A*. It is a homolog of the *TERMINAL FLOWER 1* (*TFL1*) gene found in various plant species (Carmona et al. 2007), which acts as critical regulator of shoot architecture and flowering time, and typically functions as a flowering repressor, helping to maintain the plant's vegetative state and influencing how axillary meristems develop into either vegetative or reproductive structures (Moraes et al. 2019). This gene is crucial for controlling the balance between vegetative growth and reproduction, which ultimately affects grape yield and the structure of grape clusters. It is noteworthy that the expression pattern of *VvTFL1A* was completely dependent on the phenophase, regardless from bud position. In fact, this expression profile was not consistent with findings of Crane et al. (2012), who pointed out that in less fertile buds of cv Sugraone (a table grape cultivar) *TFL1A* is expressed at lower levels. However, since all the positive regulators of floral induction are expressed at high levels already at BBCH63, it is plausible that at this stage *VvTFL1A* expression was already decreasing, thus masking possible differences among buds at different nodes. To support this hypothesis, it is important to remember that its peak of expression in the bud may last for few days and is usually followed by a sudden drop (Crane et al. 2012).

Taken together these results indicate than the timing of the present study was chosen correctly, as most of the known markers of the flowering process in grapevine showed expression patterns at BBCH63 consistent with a bud developmental staging that varied from full floral induction of buds at nodes 5 and 10 to floral transition/initiation of buds at node 2.

## Conclusions

The comprehensive transcriptomic analysis of grapevine buds performed in this study provides new insights into the physiological and molecular mechanisms governing bud development and floral transition. Rather than focusing on individual genes, we applied complementary bioinformatic approaches to identify functional signatures associated with bud fertility. The convergence of results from differential expression, enrichment analyses, and network analysis allowed us to define the physiological background characterizing each node during development and to propose an integrative working model (Fig. 10) that may serve as a framework for future research on grapevine flowering.

**Fig. 10:**
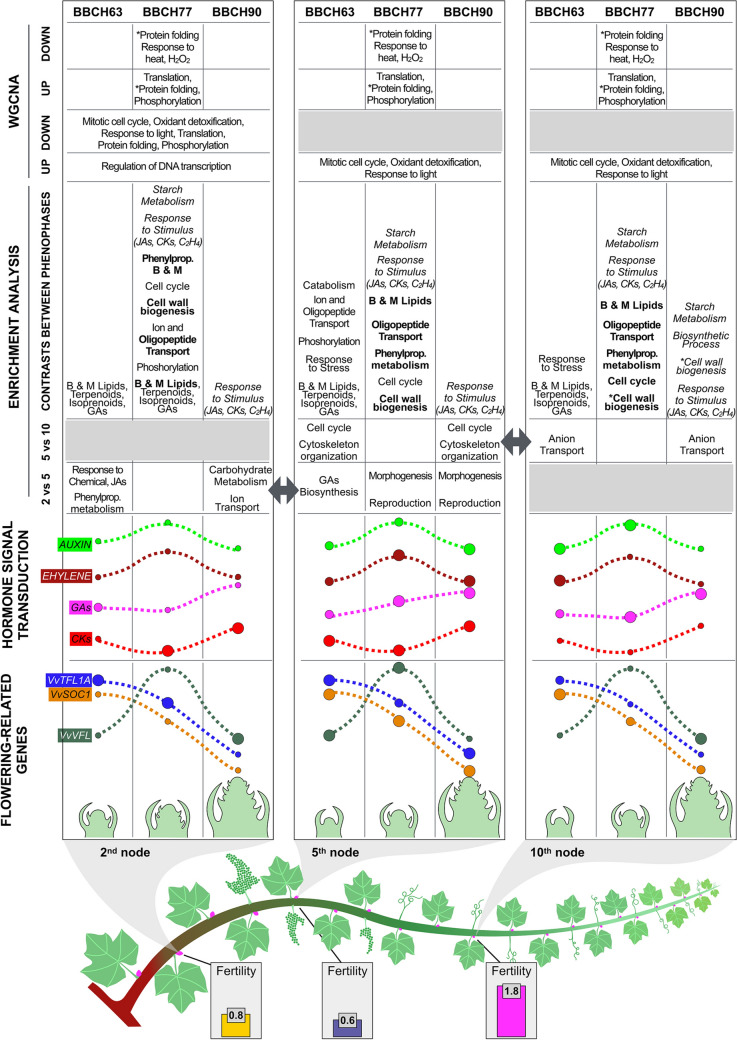
Model of grapevine bud development at three different nodes through different phenological phases (BBCH63, 77, and 90). Fertility is shown in the bottom. The charts of the flowering-related genes and hormone signal transduction show the trend through three stages (dashed lines). The size of the circles represents the trends in different nodes. The results of enrichment analyses in the comparisons between nodes are positioned in the phenological stage, where the biological processes are upregulated. In the comparisons between the phenological phases of the same node, the terms in regular font are upregulated with respect to the following phase, those in italics with respect to the previous one, while those in bold are upregulated with respect to both the other phase. Finally, regarding the WGCNA, the terms mark either the node or the phenological phase according to their position. Further explanations are given through the text

Bud fertility followed an increasing gradient, with highest levels at node 10, intermediate levels at node 2, and lowest levels at node 5. This gradient represents a potential fertility, as measurements were taken after removal of lateral shoots, whose growth can inhibit flowering in subtended buds and partially mask intrinsic fruitfulness.

Flowering-related genes showed similar developmental trends across nodes, likely reflecting regulation by systemic inductive signals, such as FT, which integrates environmental cues, including light and temperature. However, relative expression levels differed among nodes. In particular, *VvVFL* reached its highest expression at node 5 at BBCH77. Given that *VvVFL* is normally expressed sequentially after *TFL1A* and *SOC1* (Almada et al. 2009; Crane et al. 2012) and is implicated in maintaining meristem indeterminacy (Carmona et al. 2002), its sustained or elevated expression may have interfered with timely floral initiation at node 5, consistent with observations in Arabidopsis overexpressing *VvVFL* (Carmona et al. 2007).

Hormonal signalling displayed similar developmental trajectories across nodes but differed in relative intensity. In buds at node 2, lower signalling activity of inhibitory hormones, such as gibberellins and ethylene, combined with enhanced cytokinin signalling during critical phases of floral induction and transition, may have compensated for partial developmental asynchrony with environmental conditions.

In contrast, buds at node 5 maintained high levels of inhibitory hormonal signalling through BBCH77 and BBCH90, even when cytokinin signalling increased. Enrichment analyses indicated upregulation of gibberellin biosynthesis at BBCH63 and of morphogenesis- and reproduction-related functions at later stages. Ion transport and high-energy metabolism were enhanced in nodes 2 and 10, whereas cell cycle and cytoskeleton organization—indicative of a less differentiated state—were more active at node 5 at BBCH63 and BBCH90 and were also specifically associated with node 5 in the WGCNA analysis. Together with the expression pattern of *VvVFL*, this regulatory configuration may have maintained primordia in a more undifferentiated state at node 5, reducing reproductive commitment despite responsiveness to environmental signals.

Buds at node 10, which displayed the highest fertility, showed hormonal profiles broadly comparable to node 2 but developed under more favourable environmental timing. Although mitotic cell cycle and light-response terms were associated with both nodes 5 and 10, the hormonal balance at node 10 appeared more permissive for floral transition. In these buds, exogenous factors (optimal light and temperature) and endogenous regulators (hormone balance and coordinated expression of flowering genes) likely acted synchronously to establish optimal conditions for floral induction, transition, and initiation.

Overall, bud fertility did not depend on a single determinant but emerged from a coordinated, stage-dependent balance between promotive and inhibitory hormonal cues, integrated with developmental progression and positional context. Although this study relied exclusively on transcriptomic data, future quantification of bioactive hormones and metabolomic profiling, as well as validation in cultivars with contrasting fertility gradients or under targeted agronomic treatments, will be essential to further refine and validate the proposed model.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO) repository, under the accession number GSE277812 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE277812).

# Supplementary material for: Transcriptional footprints associated with bud fertility in grapevine development (Vitis vinifera L.)
**Source:** Planta. 2026 Apr 8;263(5):128. doi: 10.1007/s00425-026-05000-3
**Supplement:** Supplementary file 1 — Supplementary file1

## Supplementary material

**
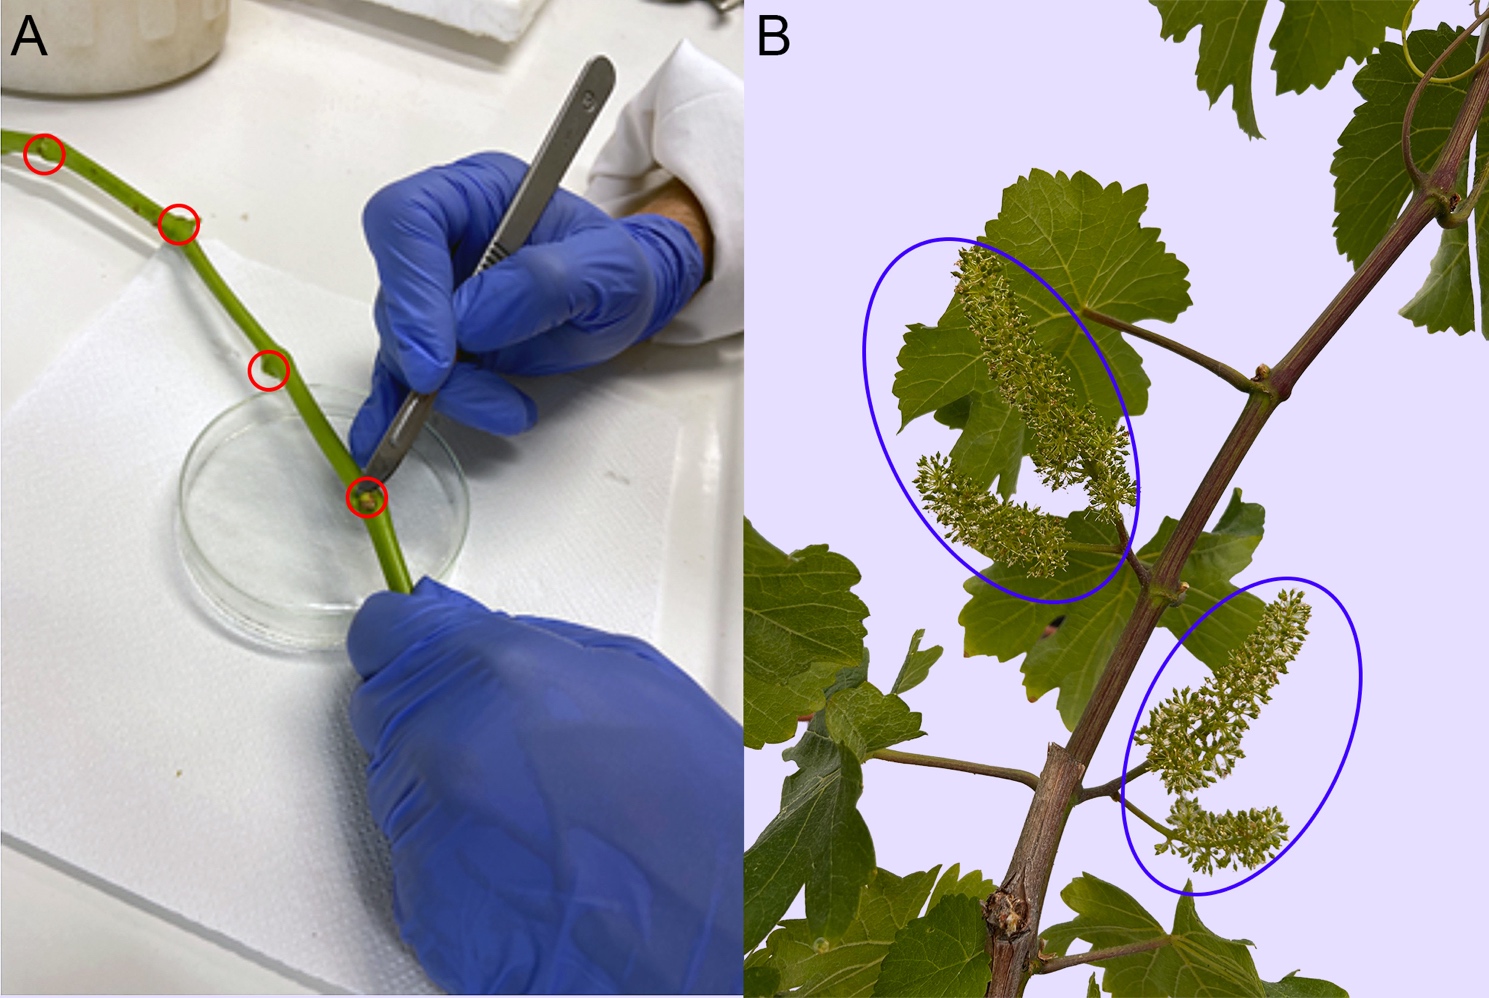
**

**Supplementary Figure 1.** Samples collected for molecular analyses and fertility measurements. A. For molecular analyses, buds were excised in 2023 with a scalpel from each node (red circles), immediately put in liquid nitrogen and stored at -80°C for following analyses. B. Fertility measurements were carried out in 2024 at BBCH57 phenological stage (‘*inflorescences fully developed; flowers separating’*; Lorenz et al. 1995) by counting and weighting the inflorescences (blue ellipses) collected in a single date (see Materials and Methods) from each shoot at each node of the cane; the picture is only representative of the samples collected.

**
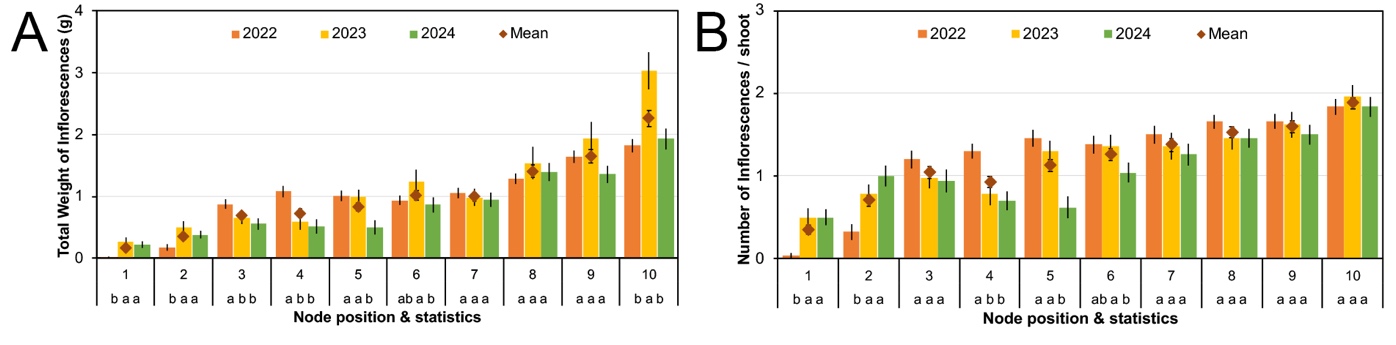
**

**Supplementary Figure 2.** Bud fruitfulness of cv Merlot in three consecutive years. Total weight (A) and number (B) of inflorescences per node measured in 2022 (orange), 2023 (yellow) and 2024 (green), and their mean value (brown diamond). Different letters below the nodes shows statistically significant differences between the years (*P* < 0.05). Clean and capped bars show the standard error (n = 50) in single years and mean values (n = 150), respectively.

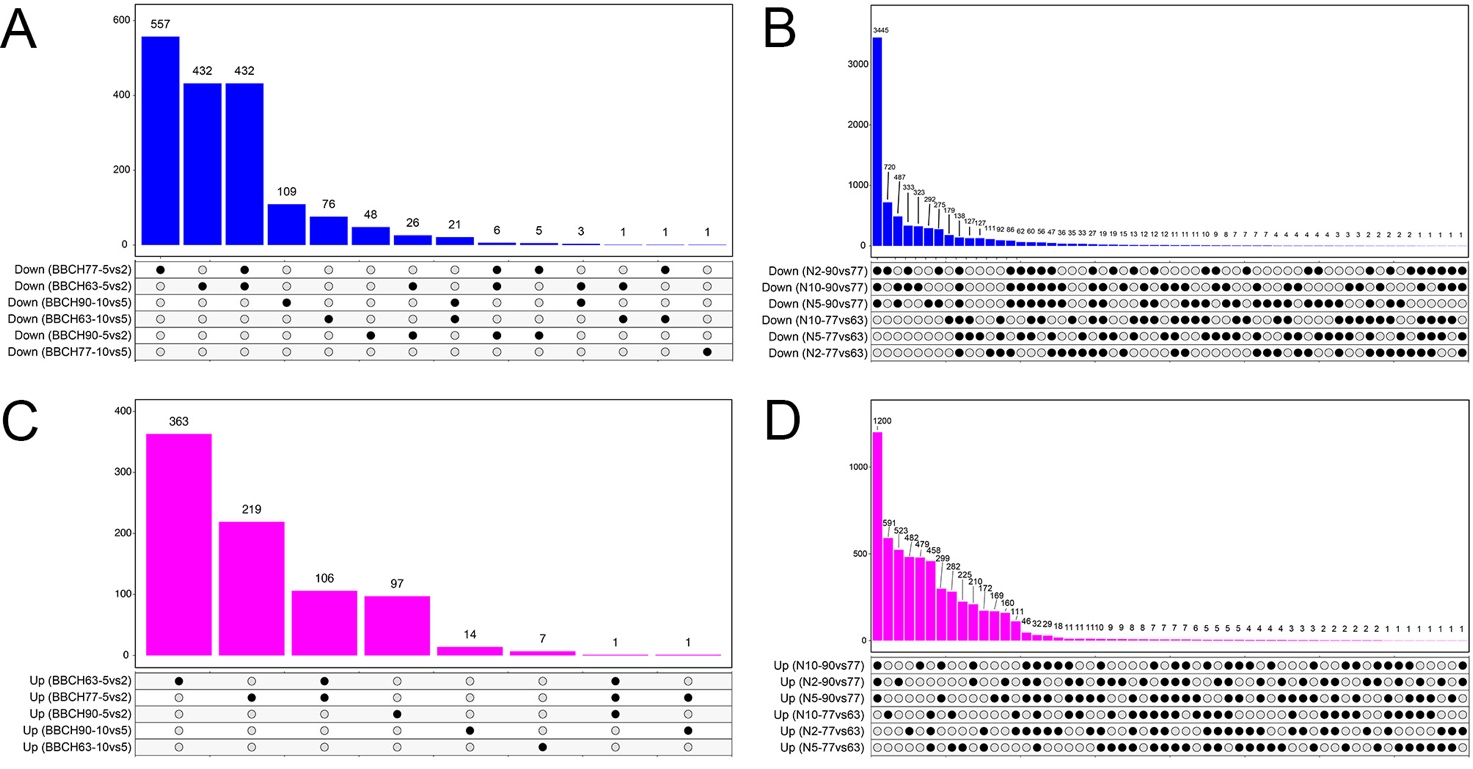

**Supplementary Figure 3.** Upset plots of DEGs. A, B) Down-regulated genes (blue). C, D) Up-regulated genes (magenta). A and C show the data related to the contrast between the nodes of the same phenological stage, while B and D show the contrasts between the same node in different phenological stages. The plot shows the intersections of the data in the combination matrix (bottom) and the columns show how many genes are in each intersection or only in one group. Plots were designed using the R package *UpsetR* (Conway et al., 2017).

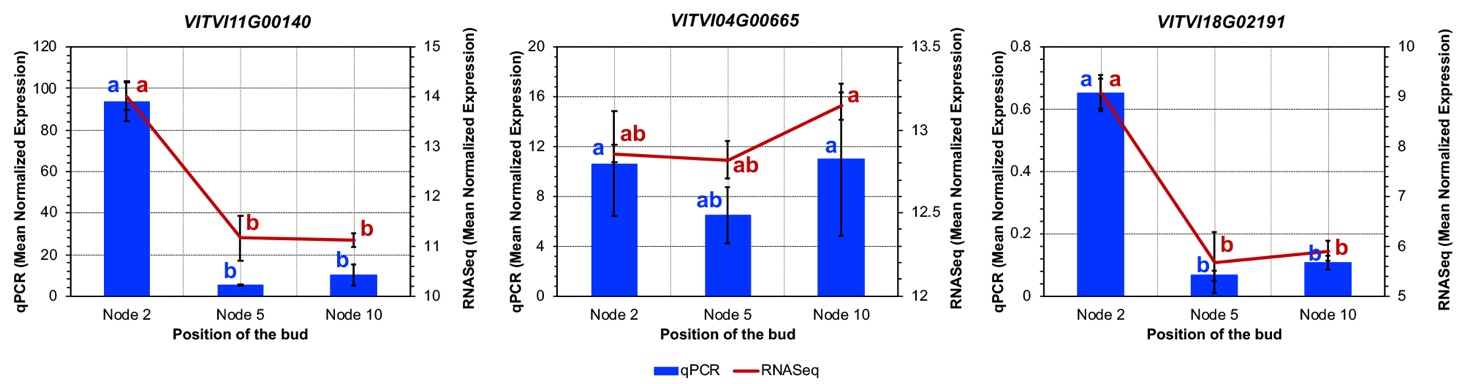

**Supplementary Figure 4.** Validation of RNA-Seq results through qPCR. Expression values of three genes were assessed at BBCH63 and are reported as arbitrary units of mean normalized expression for both the qPCR (blue lines) and RNA-Seq (red lines). The gene IDs are indicated at the top of each chart. Bars, where visible, indicate standard error. Ble and red letters indicate statistically significant differences (P $\leq$ 0.05) among the qPCR and RNA-Seq values, respectively.

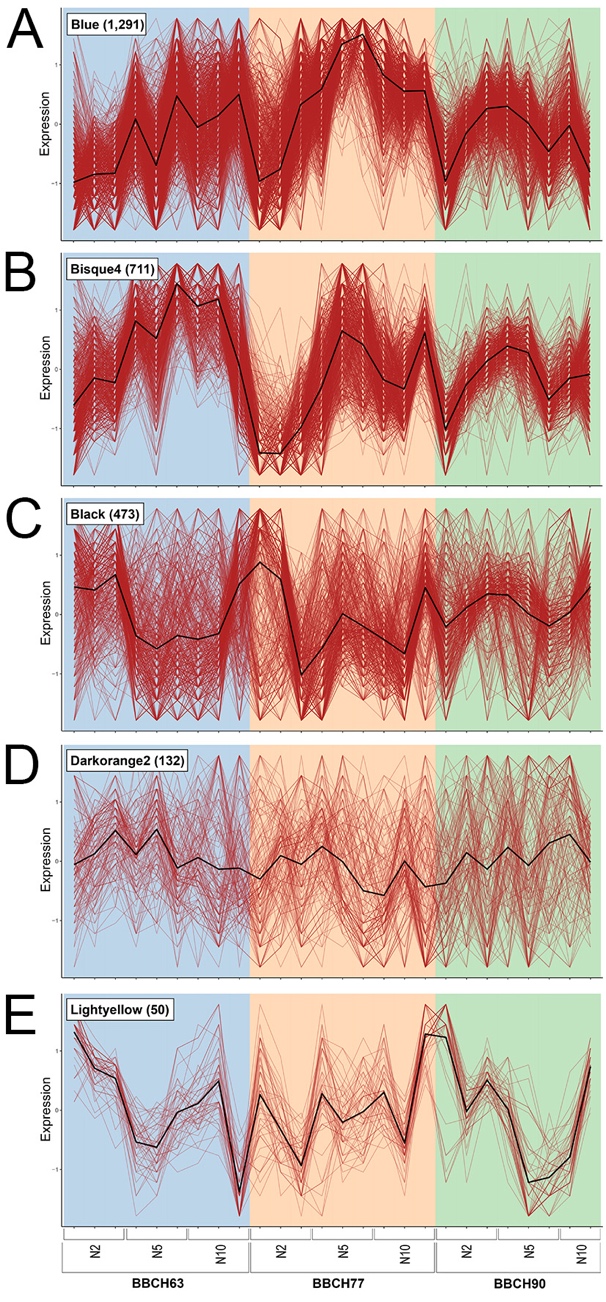

**Supplementary Figure 5.** Expression patterns of the genes belonging to relevant WGCNA modules. The numbers between brackets indicate the number of genes for each module. The position of samples (nodes and phenological phase) is shown below.

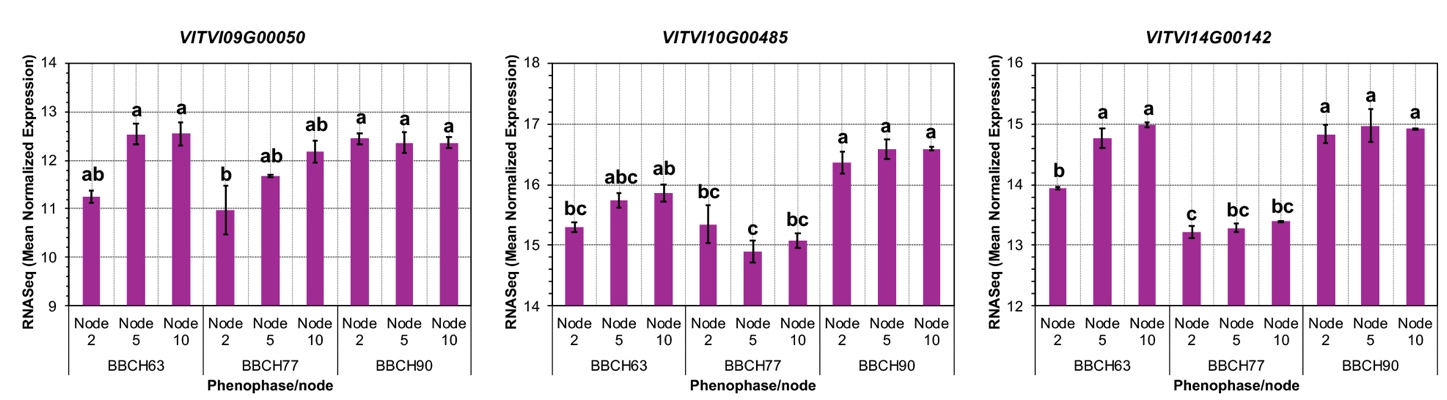

**Supplementary Figure 6.** RNA-Seq expression profiles of three dormancy-associated genes annotated as Dormancy-associated protein-like 4 (*VITVI09G00050*), Dormancy-associated protein-like 1 (*VITVI10G00485*) and Dormancy-associated protein-like 3 (*VITVI14G00142*). Bars indicate standard error (n = 3) and letters indicate statistically different values (*P*$\leq$0.05)

**Supplementary Table 1.** Sequences of the primers (Fw, forward; Rev, reverse) used for qPCR gene expression analyses.

| **Gene ID** | **Gene Name and abbreviation** | **Primer** | **Sequence (5'-3')** |
| --- | --- | --- | --- |
| *VITVI11G00140* | *Protein ALP1-like (ALP1)* | Fw | AAGTGGGCTTTGGATAATCAGAACG |
|  |  | Rev | CTCTCACTCTCCTCCATTTCACCA |
| *VITVI04G00665* | *Zinc finger protein CONSTANS-LIKE 4 (COL4)* | Fw | CTTTGACATGGATTTCTCAGGCTCC |
|  |  | Rev | CTGGCACGACTCCCACTTCTAA |
| *VITVI18G02191* | *Ethylene-responsive transcription factor (ERF020)* | Fw | TTTCCGTTCCCAGATAACACACTG |
|  |  | Rev | ATCACCTCCAGTAAAGCCTACCATC |
| *VITVI19G00744* | *Ubiquitin-conjugating enzyme (UBC28)* | Fw | CTATATGCTCGCTGCTGACG |
|  |  | Rev | AAGCCAGGCAGAGACAACTC |

**Supplementary Table 2.** Summary of RNA-Seq statistics in all replicates of all samples. The asterisks indicate the sample that were excluded from the differential gene expression analyses.

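Supplementary Table 2 gives for each library the number of reads and the share of them that aligned to the genome. The product of both is the number of aligned reads, against which the total gene count of the same label was set. Over the 24 libraries used for DEGs, there were 93.2 ± 10.1 gene counts per 100 aligned reads (SD, n = 24), from 71.6 in BBCH90 node 2 replicate 1 to 115 in BBCH77 node 5 replicate 2. In 6 of the 24 libraries the gene counts exceeded the aligned reads. In the libraries marked as excluded the values were 97.2 at BBCH63, 98.7 at BBCH77 and 93.4 at BBCH90, and over all 27 they were 93.6 ± 9.62 (SD, n = 27). The 3 libraries of BBCH63 node 2 had 92.8, 92.1 and 92.4 gene counts per 100 aligned reads. Set against the aligned reads of the next label, the 23 columns from BBCH63 node 5 replicate 1 on had a mean of 93.1 and an SD of 0.721. Labels shifted by 1 place, in the counts or in the paper's table, would give such values, so the labels are in doubt.

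**Figure D3:**
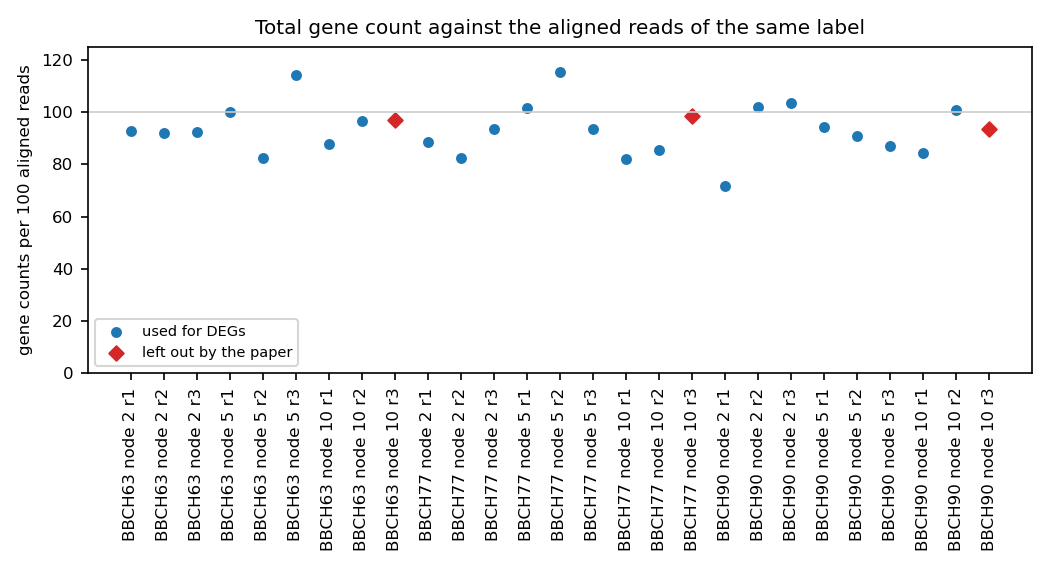
Total gene counts per 100 aligned reads (y axis) of each of the 27 libraries (x axis), with the aligned reads of the same label taken from the paper's table. Circles are the libraries used for DEGs and diamonds those left out, and 6 circles lie above the line at 100.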

| **Phenology** | **Node position** | **Replicate** | **Total No. Reads** | **Reads not aligned concordantly** | **Reads aligned concordantly 1 time** | **Reads aligned concordantly > 1 time** | **Overall alignment rate** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| BBCH63 | 2 | 1 | 48,620,094 | 14,469,897 | 33,142,031 | 1,008,166 | 89.8% |
| BBCH63 | 2 | 2 | 48,304,895 | 15,310,921 | 32,039,510 | 954,464 | 88.6% |
| BBCH63 | 2 | 3 | 48,573,244 | 48,573,244 | 32,785,296 | 991,839 | 89.3% |
| BBCH63 | 5 | 1 | 46,841,188 | 15,972,385 | 29,992,998 | 875,805 | 88.1% |
| BBCH63 | 5 | 2 | 49,311,999 | 14,859,324 | 33,569,770 | 882,905 | 89.7% |
| BBCH63 | 5 | 3 | 45,104,581 | 15,620,546 | 28,695,808 | 788,227 | 87.2% |
| BBCH63 | 10 | 1 | 54,410,035 | 17,366,083 | 36,072,952 | 971,000 | 89.0% |
| BBCH63 | 10 | 2 | 52,727,955 | 17,820,266 | 33,971,504 | 936,185 | 87.4% |
| BBCH63* | 10 | 3 | 52,157,763 | 11,853,984 | 39,299,093 | 1,004,686 | 90.9% |
| BBCH77 | 2 | 1 | 55,340,655 | 15,372,865 | 38,841,283 | 1,126,507 | 89.6% |
| BBCH77 | 2 | 2 | 53,576,680 | 14,469,412 | 37,775,099 | 1,332,169 | 89.3% |
| BBCH77 | 2 | 3 | 47,413,963 | 12,309,259 | 34,011,895 | 1,092,809 | 90.0% |
| BBCH77 | 5 | 1 | 46,496,635 | 11,019,151 | 34,583,036 | 894,448 | 90.9% |
| BBCH77 | 5 | 2 | 50,375,445 | 11,960,456 | 37,491,964 | 923,025 | 91.0% |
| BBCH77 | 5 | 3 | 62,868,940 | 15,959,144 | 45,735,822 | 1,173,974 | 90.7% |
| BBCH77 | 10 | 1 | 62,878,847 | 15,620,688 | 46,071,183 | 1,186,976 | 90.6% |
| BBCH77 | 10 | 2 | 54,464,102 | 13,213,203 | 40,236,437 | 1,014,462 | 91.3% |
| BBCH77* | 10 | 3 | 50,659,296 | 13,998,845 | 35,733,778 | 926,673 | 90.0% |
| BBCH90 | 2 | 1 | 55,908,600 | 16,355,756 | 38,533,399 | 1,019,445 | 86.3% |
| BBCH90 | 2 | 2 | 46,855,456 | 15,951,456 | 30,097,849 | 806,151 | 79.1% |
| BBCH90 | 2 | 3 | 49,434,743 | 16,258,578 | 32,332,948 | 843,217 | 81.6% |
| BBCH90 | 5 | 1 | 51,522,871 | 14,776,693 | 35,783,983 | 962,195 | 87.2% |
| BBCH90 | 5 | 2 | 52,142,791 | 14,359,200 | 36,727,108 | 1,056,483 | 87.2% |
| BBCH90 | 5 | 3 | 50,826,472 | 14,760,904 | 35,118,143 | 947,425 | 87.3% |
| BBCH90 | 10 | 1 | 48,658,350 | 15,465,833 | 32,355,875 | 836,642 | 86.0% |
| BBCH90 | 10 | 2 | 44,776,661 | 14,581,952 | 29,415,709 | 779,000 | 85.8% |
| BBCH90* | 10 | 3 | 48,954,737 | 16,419,089 | 31,677,109 | 858,539 | 86.2% |
|  |  | **Mean** | **51,081,741** | **16,099,968** | **35,262,651** | **970,127** | **88.1%** |

**Supplementary Table 3.** List of interesting marker genes with expression patterns in common among different contrasts. Group A: Downregulated in contrasts between node 5 and node 2, at all phenological phases; Group B: Upregulated in contrasts between node 5 and node 2, at all phenological phases; Group C: Downregulated in all the buds of the same node passing from a phenological phase to the next; Group D: Upregulated in all the buds of the same node passing from a phenological phase to the next.

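Supplementary Table 3 lists 177 genes in 4 groups. Groups A and B hold the genes that the paper calls in node 5 vs node 2 at all stages, down and up, and groups C and D those it calls at both steps between stages in all nodes. All 177 genes were among the genes tested. Of the 138 genes of group C, 114 passed the limits in all contrasts of their group over the 24 libraries, with a median log2 fold change of -1.98 over genes and contrasts. Of the 32 genes of group D, 25 passed, with a median of 2.00. Adjusted over the listed genes alone, 131 and 32 genes of these groups passed, and 6 and 1 of groups A and B, but a list of the paper's own calls shows no stability. Each listed gene changed in the listed direction in every contrast of its group. Over the set of 27 libraries none passed in any group, and 37 genes of group C and 29 of group D changed in the listed direction in every contrast. All 6 genes of group A and the 1 of group B did so too, in contrasts that hold the same libraries in both sets. Adjusted over the listed genes alone, 3, 1, 0 and 0 genes of groups A, B, C and D passed over the 27.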

How the deposited data were processed for this re-analysis (not part of the article)

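RNA-Seq of latent buds of cv. Merlot was analysed in 27 libraries, 3 biological replicates from each of nodes 2, 5 and 10 at BBCH63, BBCH77 and BBCH90. The authors trimmed the adaptors, mapped the reads to the PN40024.v4 genome and deposited raw counts, the number of reads per gene and library, without normalization. The program that counted the reads and the aligner are not named in the paper's text, and the paper refers to an earlier publication for the making of the count matrix. The values are whole numbers for 35134 genes, with totals of 34531620 to 53307172 counts per library. Each library kept the stage, node and replicate of its label. Groups were compared over the 24 libraries that the paper used for DEGs identification, and again over all 27. The 3 libraries left out by the paper are replicate 3 of node 10 at each stage.

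Differential expression was tested in edgeR 4.0.16 under R 4.3.3. Genes passing filterByExpr with a minimum count of 10 over the 9 groups were kept, which left 22999 of the genes. Library sizes were scaled by the TMM method, and a quasi-likelihood model with 1 mean per group was fitted. Contrasts between nodes within a stage, between stages within a node, averages of these over stages or nodes, and interactions with BBCH63 and node 2 as the reference were tested with the quasi-likelihood test. The p values were adjusted by the Benjamini-Hochberg method over all genes tested, and a DEG had an adjusted p under 0.05 and at least a 2-fold change. For 12 genes fixed from the paper's text an adjustment over these genes alone is given as well. The standard errors given are the size of the log2 fold change divided by the square root of the test's F value. They were not estimated directly, and say little where a group has counts near the lowest that the depth can show. Both tools were tested on counts simulated with the dispersion estimated for each gene, in the layout of the 24 libraries. In a contrast of 3 libraries against 3, edgeR recovered 87% of 200 genes changed 4-fold among 22999 genes, with 3 false calls. DESeq2 recovered 92% with 12. The changed genes were drawn from those above a minimum mean count, so these shares do not cover genes of low counts.

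Single genes are named by a rule set beforehand. They are every gene that the paper's results name by identifier, the 7 genes of groups A and B of Supplementary Table 3, and, for node 5 vs node 2 averaged over stages, the 2 genes with the largest rise and the 2 with the largest fall among the DEGs changed in the same direction at every stage. The genes behind counts of 5 or fewer in the interactions were added after their values were seen. Expression of single genes is in CPM after TMM normalization. For the libraries left out by the paper these were scaled over all 27 libraries.

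The PCA used log2 CPM with a prior count of 4 for genes with at least 0.5 CPM in at least 1 library, centred by gene. The spread of a stage is the mean distance of its libraries to the mean of the stage on PC2 and PC3, compared by two-sided exact permutation tests with Benjamini-Hochberg adjustment over the 3 comparisons. These tests take no account of the nodes within a stage. The similarity of libraries was measured by Pearson correlation across the 3000 most variable genes. In place of WGCNA modules, the 4000 most variable genes were grouped in 13 k-means clusters after removal of principal components with sva 3.50.0, and the first component of each cluster was correlated with stage and node, with 100000 permutations for each of 78 tests. The PCA was tested on simulated data of 5000 genes, where the share of PC1 came within 2.51 percentage points of the planted share. The clustering was tested on 800 simulated genes with the number of clusters known, where 4 of 4 planted patterns were found. The removal of components was not part of that test, so it cannot tell whether patterns of stage or node outlast this step. These steps used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and R.

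The alternatives were DESeq2 1.42.0 with its own normalization and test, its size factors in edgeR, no low-count filter, all 27 libraries, the replicate number as a block in the model, only the 2 groups of a contrast fitted, a limit of 0.01 for the adjusted p, and each library left out in turn. For the PCA they were DESeq2's variance-stabilizing transformation, the 3000 most variable genes, genes scaled to unit variance, a prior count of 1 and all 27 libraries. For the clusters they were 2000 genes, 8 clusters, 24 libraries and no removal of components. Libraries of node 10 were not left out in turn in the tests of differential expression. Where groups share replicate numbers, DEGs were also counted after exchanging the labels of same-numbered libraries. Hormone gene families, functional enrichment and pathway maps were not analysed here, since gene products and GO terms were not used here. Data on bud fertility and the qPCR were not analysed here.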

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

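Of the tests named in this part, those of other splits of the libraries were chosen only after the results were seen, and the tests of the excluded libraries were chosen before.

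The PC1 score of BBCH77 node 5 replicate 1 was -77.9, away from the other 7 libraries of the stage kept by the paper, the nearest of which scored -70.8. The gap made up 0.575 of the range of the stage, against a critical value of 0.526 for 8 libraries. It was the only such library in 18 groups of values compared, and chance gives about 1 in 20. Its total count of 43003629 lay within the range of the stage, which goes against depth as the reason. No other technical and no biological explanation was tested for it.

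Contrasts between nodes differed between stages by tests of the interaction, with BBCH63 and node 2 as the reference. Past both limits were 4 genes for node 10 and 3 for node 5 at BBCH77, and 50 genes for node 10 and 120 for node 5 at BBCH90. Exchanging the labels of same-numbered libraries of nodes 2 and 5 gave 32 splits. For node 5 at BBCH77, 9 of the 32 splits gave as many genes as the real one, and up to 3619. For node 5 at BBCH90, 4 of the 32 splits gave as many, and up to 1014. Exchanging the nodes of all libraries of one stage turns the interaction into the sum of the node contrasts, so that these splits keep the difference between nodes and do not settle whether the interactions arise from the grouping of the libraries. The interactions cannot be told apart from that explanation, and no biological explanation was tested. The interactions of node 10 were not tested by splits, since 2 libraries per stage were kept. Over all 27 libraries no interaction passed, with between 890 and 3370 genes at an unadjusted p under 0.05.

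The libraries that the paper left out hold a clear signal, each of another stage than its label. BBCH63 node 10 replicate 3 correlated at 0.503 with BBCH77 node 2, BBCH77 node 10 replicate 3 at 0.871 with BBCH90 node 2, and BBCH90 node 10 replicate 3 at 0.957 with BBCH63 node 2, a group that holds the identical column. Against replicates 1 and 2 of each group alone, the best match of the first of these was BBCH77 node 5 (0.512), while those of the others stayed the same groups. Library size or depth was tested as an explanation, and 0 of the 3 had a total count outside the range of the other 24. A mislabelled sample was tested by comparing each with replicates 1 and 2 of node 10, and 3 of 3 correlated better with node 10 of another stage than with their own. The correlations were 0.455 with BBCH77, 0.868 with BBCH90 and 0.481 with BBCH63, against 0.138, -0.682 and -0.739 with their own group. Labels that do not belong to these libraries would give such correlations. An exchange of labels may be why these libraries stand apart in the clustering. However, they were singled out for standing apart from their own group, so this comparison largely restates that pattern. The library of BBCH90 among them is also the copied column. Contamination or mixing of RNA was not tested for the libraries of BBCH63 and BBCH77, and that of BBCH90 equals another column at all 35134 genes. The design gives no biological explanation that was tested.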

How the results depend on the processing

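The alternatives were set before the data were examined, except that the genes shared between contrasts with only the 2 groups compared in the model were chosen only after the result was seen. No other test of this part was. DEGs of BBCH90 vs BBCH77 stayed within 1.5 times their number under every alternative at nodes 2 and 5 and averaged over nodes, with 6491 to 8199 at node 2, 6668 to 7773 at node 5 and 5979 to 8999 averaged. Without the low-count filter the DEG totals of all 24 contrasts stayed within 1.5 times their value, and with DESeq2's size factors in edgeR this held for 23 of the 24, the exception being BBCH77 by node 5 with 1. The scaling moved the median log2 fold change of all genes by less than 0.05 in each contrast. The cause was not tested for any change below.

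With DESeq2, 105 DEGs were called in node 10 vs node 5 at BBCH63, 1 at BBCH77 and 147 at BBCH90, and 111 averaged over stages. In node 10 vs node 2 there were 852 at BBCH77 and 131 at BBCH90, and 183 in node 5 vs node 2 at BBCH90. Of the 1109 DEGs of node 5 vs node 2 at BBCH63, 1081 were called by DESeq2 in the same direction, and of the 1124 at BBCH77, 1086. The interactions rose to 261 (BBCH77 by node 10), 149 (BBCH77 by node 5), 392 (BBCH90 by node 10) and 524 (BBCH90 by node 5). Genes shared between contrasts numbered 26, 5 and 6 downregulated in node 5 vs node 2 at BBCH63 and BBCH90, at BBCH77 and BBCH90, and at all stages, 1 upregulated at all stages, and 21 downregulated in node 10 vs node 5 at BBCH63 and BBCH90.

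When all 27 libraries were used, node 5 vs node 2 gave 88 DEGs at BBCH63 and 0 at BBCH77 (3524 at an unadjusted p under 0.05), and node 10 vs node 2 gave 4 and 0 (4691 at an unadjusted p under 0.05). Nodes 2 and 5 hold the same libraries in both sets, so between them only the dispersions, the scaling and the gene filter can differ. The median log2 fold change of group A of Supplementary Table 3 in node 5 vs node 2 was -2.07 in both sets. BBCH77 vs BBCH63 gave 474 at node 2, 590 at node 5, 1 at node 10 and 1604 averaged over nodes, and BBCH90 vs BBCH77 at node 10 gave 0 (3228 at an unadjusted p under 0.05). Averaged over stages there were 431 in node 5 vs node 2, 1 in node 10 vs node 2 and 0 in node 10 vs node 5 (899 at an unadjusted p under 0.05). The 4 interactions gave 0 (1627, 890, 3370 and 1250 at an unadjusted p under 0.05), and no gene was shared in node 5 vs node 2 at BBCH63 and BBCH77 or in both stage steps at all nodes (0 in each direction). In this set node 10 replicate 3 at BBCH90 is the column that repeats BBCH63 node 2 replicate 2. At node 10 the log2 fold change turned to 0.20 for VITVI04G00665 and -0.18 for VITVI17G00021 in BBCH77 vs BBCH63, and to 0.25 for VITVI01G01673, 0.25 for VITVI06G01473 and -0.26 for VITVI09G00050 in BBCH90 vs BBCH77. Averaged over nodes, that of VITVI04G00665 in BBCH77 vs BBCH63 turned to 0.0384. Of the other log2 fold changes of named genes, 54 no longer passed the limit and 132 kept their direction and side of it.

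At an adjusted p of 0.01, node 5 vs node 2 gave 396 DEGs at BBCH63 and 381 at BBCH77, and node 10 vs node 2 gave 340 and 1. BBCH77 vs BBCH63 gave 1257, 1277 and 1133 at nodes 2, 5 and 10. Averaged over stages there were 520 in node 5 vs node 2, 278 in node 10 vs node 2 and 0 in node 10 vs node 5 (2881 at an unadjusted p under 0.05). The interactions gave 1 and 1 at BBCH77 and 4 (node 10) and 18 (node 5) at BBCH90. Shared genes fell to 89 downregulated and 19 upregulated in node 5 vs node 2 at BBCH63 and BBCH77, and to 67 downregulated and 11 upregulated in both stage steps at all nodes. With only the 2 groups compared in the model, BBCH77 gave 0 in node 5 vs node 2 (3997 at an unadjusted p under 0.05) and 0 in node 10 vs node 2 (1294), BBCH63 gave 31 in node 10 vs node 5, and BBCH77 vs BBCH63 at node 2 gave 967. In these models, chosen for shared genes after seeing the data, 0 genes were shared in each direction in node 5 vs node 2 at BBCH63 and BBCH77, and 10 were upregulated in both stage steps at all nodes. Without the low-count filter the log2 fold change of VITVI04G00665 in node 5 vs node 2 averaged over stages turned to 0.0013.

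With a replicate block, node 10 vs node 2 gave 1639 DEGs at BBCH63, 944 at BBCH77, 1 at BBCH90 and 1129 averaged over stages. Node 10 vs node 5 gave 3 at BBCH63 and 27 averaged over stages, and node 5 vs node 2 gave 10 at BBCH90. The interactions gave 10 (BBCH77 by node 10), 110 (BBCH90 by node 10) and 199 (BBCH90 by node 5), and 3 genes downregulated in node 5 vs node 2 were shared by BBCH63 and BBCH90 and 1 by all stages. Libraries of the same replicate number in different groups had a mean correlation of 0.0543, and the replicates are different pools of buds.

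For these tests each library of nodes 2 and 5 was left out in turn. The libraries of node 10 were not left out, so the dependence of its contrasts on single libraries of node 10 was not tested. DEGs of node 5 vs node 2 ranged from 455 to 958 at BBCH63, 194 to 2788 at BBCH77 and 0 to 66 at BBCH90. Those of node 10 vs node 2 ranged from 622 to 918 at BBCH63, 0 to 2409 at BBCH77 and 504 to 1137 averaged over stages. Those of node 10 vs node 5 ranged from 0 to 14 at BBCH63, 0 to 101 at BBCH90 and 0 to 102 averaged over stages. The interactions ranged from 1 to 778 (BBCH77 by node 10), 1 to 498 (BBCH77 by node 5), 5 to 29 (BBCH90 by node 10) and 29 to 171 (BBCH90 by node 5). Shared genes in node 5 vs node 2 ranged from 103 to 441 downregulated and 19 to 191 upregulated at BBCH63 and BBCH77, and 0 to 1 downregulated at BBCH63 and BBCH90. The log2 fold change changed sign in node 5 vs node 2 for VITVI04G00665 (-0.15 to 0.0309) and VITVI06G01473 (-0.28 to 0.24) at BBCH63, and for VITVI01G01673 (-0.0874 to 0.0378) and VITVI06G01473 (-0.85 to 0.0565) at BBCH77. At BBCH90 it did so for VITVI11G00140 (-1.41 to 0.33), VITVI17G00021 (-0.40 to 0.0334), VITVI09G00050 (-0.25 to 0.11) and VITVI14G00142 (-0.0722 to 0.39). Averaged over stages it did so for VITVI04G00665 (-0.0387 to 0.0374) and VITVI10G00485 (-0.0239 to 0.12). In BBCH77 vs BBCH63 it did so for VITVI04G00665 at node 2 (-0.0569 to 0.0635) and node 5 (-0.18 to 0.0039), and at node 2 for VITVI09G00050 (-0.77 to 0.19) and VITVI10G00485 (-0.0865 to 0.34). Of the other log2 fold changes in these fits, 1243 kept their direction and side of the limit, 99 no longer passed it and 22 newly passed it.

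The share of PC1 was 72.5% with the 3000 most variable genes and 48.6% with genes scaled to unit variance. Across the fits that each left out 1 library, the spread of BBCH77 minus that of BBCH63 ranged from -18.3 to 14.8. BBCH77 minus BBCH90 ranged from 8.61 to 35.5. Both were lowest without BBCH77 node 2 replicate 1. Without this library, or without replicate 2 of its group, the difference between BBCH77 and BBCH90 had an adjusted p above 0.05 (exact permutation test). Without removal of principal components, 3 clusters were correlated with node 2, 0 with node 5 (0 at an unadjusted p under 0.05), 3 with BBCH63, 5 with BBCH77 and 9 with BBCH90. The number correlated with node 5 was 0 in 12 of the 27 fits that each left out 1 library, and 1 in the others. Alternatives set for hormone gene families and for functional sets were not run, since gene products were not used here. Fold changes of genes near 3 counts per library, such as VvTFL1A at BBCH90, are limited by the depth.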

Differences from the paper's values

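No test in this part was chosen after the results were seen, and the alternatives named are those set before the data were examined. The paper's methods name DESeq2, while the values here come from edgeR's quasi-likelihood test on the same 24 libraries. Of 48 values of the paper compared, 23 differed. Of the 45 that DESeq2 also gave, 1 differed.

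In node 10 vs node 5 the paper reports 99 downregulated and 7 upregulated genes for the single factor, against 0 and 0 here at BBCH63, where 2479 genes had an unadjusted p under 0.05. With DESeq2 the values were 98 and 7. Of the alternatives tried, no other came within the paper's values. At BBCH77 the same contrast has about 1 downregulated gene in Fig. 3B, read by eye, against 0 here (785 at an unadjusted p under 0.05) and 1 with DESeq2 alone of the alternatives. At BBCH90 it has about 130 and about 15 genes in Fig. 3B, against 0 and 0 here (2088 at an unadjusted p under 0.05) and 132 and 15 with DESeq2 alone.

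In node 10 vs node 2 at BBCH77, Fig. 3B shows about 740 downregulated and about 140 upregulated genes, read by eye, against 307 and 60 here. DESeq2 gave 718 and 134, and with a replicate block the downregulated genes alone came within the paper's value. The other alternatives did not come within the paper's values. At BBCH90 this contrast has about 120 and about 4 genes in Fig. 3B, against 0 and 0 here (2185 at an unadjusted p under 0.05) and 127 and 4 with DESeq2. In node 5 vs node 2 at BBCH90, it has about 85 and about 98 genes in Fig. 3B, against 0 and 0 here (1812 at an unadjusted p under 0.05) and 84 and 99 with DESeq2. No other alternative closed these gaps.

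For the interactions of Fig. 3A, read by eye, the paper shows about 160 downregulated and about 100 upregulated genes for BBCH77 by node 10, against 1 and 3 here and 153 and 108 with DESeq2. For BBCH90 by node 10 it shows about 160 and about 230, against 24 and 26 here and 158 and 234 with DESeq2. For BBCH77 by node 5 it shows about 100 and about 46, against 0 and 3 here and 102 and 47 with DESeq2. For BBCH90 by node 5 it shows about 170 and about 350, against 27 and 93 here and 171 and 353 with DESeq2. Among the alternatives DESeq2 alone came within the values read from the figure.

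For genes shared between stages, the paper gives 26 genes downregulated in node 5 vs node 2 at BBCH77 and BBCH90, against 0 here and 5 with DESeq2, and none of the alternatives closed the gap. DESeq2 gave 26 for BBCH63 and BBCH90 only. The paper gives 21 genes shared by BBCH63 and BBCH90 in node 10 vs node 5, against 0 here and 21 with DESeq2. It gives 6 genes downregulated and 1 upregulated in node 5 vs node 2 at all stages, against 0 and 0 here, and 6 and 1 with DESeq2. No other alternative came within these values, and the contrasts at BBCH90, which gave no DEG, leave no gene to share.

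The paper describes BBCH77 as the stage with the highest dispersion in the PCA. Here its spread exceeded that of BBCH63 by 4.53 units (exact permutation test, adjusted p = 0.729). The paper states that ALP1-like was downregulated in node 5 at BBCH63, and that ERF020 was so at all stages. Here the adjusted p was 0.0815 for ALP1-like at BBCH63, and 0.0277, 0.0825 and 0.234 for ERF020 at BBCH63, BBCH77 and BBCH90. ALP1-like passed with DESeq2 (0.0185), with a replicate block and with only the 2 groups compared (0.00818), over a range of 0.00818 to 0.219 across the alternatives (those leaving out single libraries not counted, here and below). ERF020 passed at BBCH77 and BBCH90 with DESeq2 alone (0.0379 and 0.0066), over ranges of 0.0379 to 0.266 and 0.0066 to 1.0. The paper describes a peak of VvVFL at node 5 at BBCH77, and here the change against node 2 had an adjusted p of 0.0525. The adjusted p was under 0.05 with DESeq2 (0.0197) and with a replicate block, over a range of 0.0197 to 0.343 across the alternatives, while the log2 fold change of 0.62 was below 2-fold. The change against node 10 had an adjusted p of 1.0, and of 0.735 to 1.0 across the alternatives. The paper lists groups A and B of Supplementary Table 3 as shared by all stages, and here 0 of the 6 and 0 of the 1 genes were, against 6 and 1 with DESeq2. The paper reports modules correlated with node 2 and with stages, and here no k-means cluster was correlated with node 2, BBCH63 or BBCH77 at an adjusted p of 0.05, with 3, 0 and 0 clusters at an unadjusted p under 0.05. The components removed before clustering held part of the differences between stages and nodes. Clusters made without their removal gave 3 correlated with node 2, 3 with BBCH63 and 5 with BBCH77. The paper states that the replicates of its groups were of excellent quality apart from those it left out, and here 15 of the 24 libraries correlated best with their own group. The 6 libraries of node 10 are among the rest, and since the means of their groups include the library left out, the count does not bear on them. BBCH77 node 2 replicate 3 had a correlation of 0.150 with its own group and 0.882 with node 5.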

Other observations

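The tests of the total counts against the paper's table of reads, of replicate 3 at nodes 2 and 5, of the identical columns and of other splits of the libraries were all chosen only after the results were seen.

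The column of BBCH90 node 10 replicate 3, left out by the paper, has the same counts as that of BBCH63 node 2 replicate 2, which the paper used. One library entered under both labels was tested as an explanation, and the counts were equal at 35134 of 35134 genes. Separate libraries would differ by counting noise, and the closest of the other pairs differed with a chi-squared of 8.30 per gene. One of the 27 labels may therefore have no library of its own in the count table.

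The total gene count of each column was set against the aligned reads that Supplementary Table 2 gives for the same label. For the 3 libraries of BBCH63 node 2, which come first in the table, there were 92.4 gene counts per 100 aligned reads (SD 0.333). From BBCH63 node 5 replicate 1 on, the value varied over 23 columns with an SD of 10.4 around a mean of 93.7, and in 6 of them the gene counts exceeded the aligned reads. A mislabelled sample, in the form of a shift of the labels by 1 place, was tested as an explanation. Set against the aligned reads of the next label in the table, the same 23 columns had a mean of 93.1 and an SD of 0.721, from 91.8 to 94.6. At any other offset of up to 8 places in either direction the SD was 10.4 or more. These values are consistent with columns that each hold the library of the next label, from BBCH63 node 5 replicate 1 on, while the last column repeats that of BBCH63 node 2 replicate 2. A shift in the table of reads instead could give the same totals. It would not by itself place the excluded libraries with another stage, as 3 of 3 were, the copied column among them. Under a shift of the columns, each of the 3 libraries left out would belong to node 2 of the following stage or, for the last, be the copy, and replicate 3 of every other group from BBCH63 node 5 on would belong to the next node. Against replicates 1 and 2 of each group, BBCH63 node 10 replicate 3 correlated best with node 5 of BBCH77 (0.512), and not with node 2 as such a shift predicts. The contrasts between nodes and between stages would then compare mixed groups. No sample was relabelled here, and no contrast was tested under other labels.

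The same explanation, a mislabelled sample, was tested on replicate 3 of nodes 2 and 5. Of 5 such libraries, 4 correlated better with replicates 1 and 2 of the next node than with those of their own. For BBCH77 node 2 replicate 3 the correlation was -0.595 with its own node and 0.411 with the next, and for BBCH90 node 5 replicate 3 it was 0.0272 and 0.384. However, BBCH77 node 2 replicate 3 correlated best with node 10 (0.617), and so did BBCH90 node 2 replicate 3 (0.0986, against -0.0411 with the next node and -0.0661 with its own), which the shift does not predict. For BBCH77 node 5 replicate 3 it was 0.594 and 0.592. BBCH63 node 2 replicate 3, which comes before the shift, had 0.710 with its own node and -0.399 with the next. For several of these libraries the correlations with both nodes are close to each other, so that this test cannot tell the explanation from variation between replicates. The design gives no biological explanation for these patterns that was tested.

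DEGs were counted in other splits of the libraries, made by exchanging the labels of same-numbered libraries of the groups compared, and the real split was counted among them. In single contrasts 4 splits part as many same-numbered pairs as the real one, which cannot give a share below 0.25. At BBCH63, 1 of the 4 splits of nodes 5 and 2 gave as many DEGs, and at BBCH77, 1 of 4, with 418 DEGs in the highest of the other splits. At BBCH90, 4 of 4 gave as many, since the real split gave 0, with 1812 genes at an unadjusted p under 0.05. For BBCH77 vs BBCH63, 1 of the 4 splits gave as many at node 2 and 1 of 4 at node 5. For BBCH90 vs BBCH77, 1 of the 4 splits gave as many at node 2 and 1 of 4 at node 5. The 6 splits of each contrast that part fewer pairs, by holding libraries of one number together, gave up to 1097 DEGs at BBCH77 for nodes 5 and 2, 818 and 354 for the stages at node 2, and 0 at node 5 and for nodes at BBCH63. Averaged over stages, 1 of 30 splits gave as many DEGs in node 5 vs node 2, with 2 in the highest of the others. Averaged over nodes, it was 1 of 30 for BBCH77 vs BBCH63 and 1 of 30 for BBCH90 vs BBCH77, with 1753 and 6224 DEGs in the highest of the others. In the contrasts with node 10 averaged over stages, 1 of 32 splits gave as many DEGs in node 10 vs node 5, where the highest of the others had 14 against 17, and 1 of 32 in node 10 vs node 2, where it had 686 against 747.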
